# Transcriptomics of different tissues of blueberry and diversity analysis of rhizosphere fungi under cadmium stress

**DOI:** 10.1186/s12870-021-03125-z

**Published:** 2021-08-20

**Authors:** Shaopeng Chen, QianQian Zhuang, XiaoLei Chu, ZhiXin Ju, Tao Dong, Yuan Ma

**Keywords:** Blueberry, Cadmium, Transcriptomics, Microbial diversity, Heavy metal absorption

## Abstract

Blueberry (*Vaccinium* ssp.) is a perennial shrub belonging to the family Ericaceae, which is highly tolerant of acid soils and heavy metal pollution. In the present study, blueberry was subjected to cadmium (Cd) stress in simulated pot culture. The transcriptomics and rhizosphere fungal diversity of blueberry were analyzed, and the iron (Fe), manganese (Mn), copper (Cu), zinc (Zn) and cadmium (Cd) content of blueberry tissues, soil and DGT was determined. A correlation analysis was also performed. A total of 84 374 annotated genes were identified in the root, stem, leaf and fruit tissue of blueberry, of which 3370 were DEGs, and in stem tissue, of which 2521 were DEGs. The annotation data showed that these DEGs were mainly concentrated in a series of metabolic pathways related to signal transduction, defense and the plant–pathogen response. Blueberry transferred excess Cd from the root to the stem for storage, and the highest levels of Cd were found in stem tissue, consistent with the results of transcriptome analysis, while the lowest Cd concentration occurred in the fruit, Cd also inhibited the absorption of other metal elements by blueberry. A series of genes related to Cd regulation were screened by analyzing the correlation between heavy metal content and transcriptome results. The roots of blueberry rely on mycorrhiza to absorb nutrients from the soil. The presence of Cd has a significant effect on the microbial community composition of the blueberry rhizosphere. The fungal family Coniochaetaceae, which is extremely extremelytolerant, has gradually become the dominant population. The results of this study increase our understanding of the plant regulation mechanism for heavy metals, and suggest potential methods of soil remediation using blueberry.

## Introduction

Cadmium (Cd) is a toxic heavy metal that accumulates in soil as a result of air and water circulation, and acts on the human body through the food chain. The accumulation of Cd in the human body causes severe toxic reactions [1]. The pollution area and toxic effects of Cd have a serious impact worldwide [2]. At present, Cd pollution of agricultural soils in China is very extensive, and has caused major environmental problems [3]. Moreover, Cd and its compounds are readily soluble in water under acidic conditions. However, the dissolution rate of Cd in neutral to alkaline soil is very low [4]. Therefore, how to efficiently remove Cd in acid-contaminated soil is a very important topic [5, 6]. The use of hyperaccumulators for remediation of contaminated soil is highly efficient and protects the environment, and has therefore attracted increasing attention. Plant species such as *Rorippa globulosa*, *Solanum nigrum*, *Sedum alfredii*, *Viola baoshanensis* and *Pteris vittata* can enrich Cd and some other heavy metals in soil [7]. However, the use of plants for soil remediation is also associated with slow growth rates, resulting in economic losses.

Blueberry (*Vaccinium* ssp.) is a perennial shrub belonging to the family Ericaceae that thrives on acid soil. It was introduced and domesticated successfully in the early twentieth century. However, it is only within the last 20 years that, as the unique flavour and high nutritional value of this crop have led to growing demand for its production, its cultivation area has expanded rapidly worldwide, particularly in Europe, North America, South America and Asia, including China [8]. It is well documented in the literature that blueberry fruit is rich in anthocyanins, and contains among the highest antioxidant levels of any fruit [9]. Moderate intake can significantly reduce the risk of cardiovascular and cerebrovascular disease and type 2 diabetes mellitus, and provides some degree of neuroprotection [10]. However, a number of studies have highlighted a new potential application for this plant. Blueberry is a dominant tree species in acid soils polluted with heavy metal compounds [11, 12], to the extent that it is often used as an indicator species for monitoring local pollution with heavy metals [13, 14]. Kandziora-Ciupa et al. studied the response of *V. myrtillus* (bilberry) to heavy metals in three contaminated sites in Finland. Their results showed that *V. myrtillus* could adapt to the polluted soil [15]. A large number of plants of *V. angustifolium* and *V. myrtilloides* grow around the ore smelters in Sudbury, Canada. Both species can tolerate heavy-metal-contaminated soil and grow well on it. It is of paramount importance that the levels of heavy metal pollutants (Cu and Ni) in the fruits of these species do not exceed the internationally agreed safe values, so that they are safe for human consumption [16]. In the Majiang blueberry production area in China, Li et al*.* measured the heavy metal content of soil and fruit. Their results showed that although the heavy metal levels in soil exceeded the maximum safe value, the corresponding levels in fruit did not. Chen et al. studied blueberry plants that had been cultivated in Cd-contaminated soil, and found that the Cd content of the fruit was not significantly affected by soil pollution [17], which suggests a potential new role for this plant as a remediation species in acid soil contaminated with heavy metals.

The absorption and detoxification of heavy metals in plants are complex regulatory processes. Unnecessary heavy metals seriously impair morphological and structural development, inhibit physiological processes, cause oxidative stress reactions, and ultimately result in death of the plant [18–20]. Cotton (*Gossypium hirsutum*) can resist Cd toxicity by a combination of cell wall thickening, an increase in antioxidant activity and the formation of complexes with heavy metals under conditions of Cd stress, and there are also specific signal transduction pathways, such as the brassinosteroid and ethylene signalling pathways, in this species [21]. In response to Cd stress, ABC transporters, Zrt/IRT and transcription factors are significantly induced in the roots of *Festuca arundinacea*, mainly reflecting activity of the pathways related to glutathione metabolism, phenylpropanoid biosynthesis and nitrogen metabolism [22]. Compared with the high-Cd-accumulating type, there is a delay in transcriptional changes in response to Cd in the low-Cd-accumulating type. Cell wall biosynthesis and glutathione metabolism are involved in the Cd defense response of the high-Cd-accumulating type. Moreover, the expression of Cd transport genes has been found to differ between two types of Chinese cabbage [23]. In *Kandelia obovata* under Cd or Zn stress, three phenolic metabolism pathways are involved in the heavy metal tolerance mechanism, and the heavy metal content of the leaves is positively correlated with their total phenol content [24].

Heavy metals present in the soil not only affect the plants growing in it, but also have a significant impact on the microorganisms in the soil. In previous studies it has been reported that soil microorganisms are much more sensitive to heavy metal stress than are either soil animals or plants growing in the same soil [25]. Excessive amounts of heavy metals in the soil also lead to changes in the biomass and diversity of soil microorganisms [26]. A combination of plant root exudates and the microorganisms associated with the roots can enhance the plant’s tolerance of the toxic effects of heavy metals [25]. It has been found that soil microorganisms can reduce the mobility and bioavailability of metals through the processes of biosorption and precipitation [27]. The degree of severity of heavy metal pollution also affects the composition of the microbial community. Under conditions of severe pollution, the dominant microbial population in rice roots is positively correlated with Cd concentration [28]. Blueberry has a small fibrous undeveloped root system, which forms mycorrhizal associations with mycorrhizal fungi that also interact with symbiotic bacteria and provide the necessary nutrients for the plant [29]. The mycorrhizae of Blueberry can help the plant to resist the adverse effects of environmental factors such as drought and low temperature [30, 31].

To date there have been only a few reports on the physiological effects of heavy metals on blueberry cultivation. Blueberry can reduce the toxic effects of heavy metals by regulating its own antioxidant stress response. The toxic effects are related to the type of heavy metal and the duration of exposure. It has also been found that the levels of nitrogen, phosphorus and potassium in blueberry are positively correlated with the plant’s heavy metal content, and that the glutathione (GSH) content of blueberry decreases under excessive stress [15, 32]. However, the mechanism of heavy metal tolerance, the relationship with tissue redistribution, and even the changes in mycorrhizal fungi in blueberry are unclear. Therefore, in order to explore the response of blueberry to heavy metals, as well as the changes in mycorrhizal fungi under Cd stress, there is a need to understand the internal regulation mechanism for heavy metals in this plant, and to explore the potential use of blueberry for remediation of acid soil that is contaminated with heavy metals.

## Test materials and methods

### Test materials and pretreatment

*Vaccinium corymbosum* ‘Bluegold’, a late-maturing variety of blueberry grown on the horticultural farm of Jilin Agricultural Science and Technology University, was used as the experimental material for this study. In May 2017, 2-year-old blueberry seedlings were planted in a non-woven pot (50.0 cm × 50.0 cm × 50.0 cm). The planting medium was peat soil, and the soil pH was adjusted to 5.0 with sulfur. Blueberry plants were normally maintained in the pot for two growth cycles to ensure that they developed up to the high-yield stage. On 1 June 2020, blueberry plants with the same rate of growth, normal pollination and fruit setting were selected for Cd stress testing. In order to avoid the interference of Cl^–^ ions with plant growth, the treatment group was treated with an aqueous solution of CdSO_4_ to give a soil Cd^2+^ concentration of 400 mg/kg (calculated on the basis of the weight of pure metal), and the control group (CK) was potted without CdSO_4_. Each treatment was repeated three times. After the potted plants had been treated, they were all maintained in full sunlight in a greenhouse to prevent leaching by rainwater. Management consisted of irrigation of each basin with 3.0 L of deionized water every 2 days, and the leachate under the basin was collected for reinjection. Blueberry fruits were harvested on 25 August 2020, and roots, stems, leaves and soil samples were collected on 30 September 2020. All tissue samples were washed with deionized water three times and dried in the shade. They were then frozen in liquid nitrogen and stored in aseptic bags at –80℃ in a freezer. After the blueberry plant roots had been dug up and excess soil removed from them, they were shaken in sterile self-sealing bags so that the remaining soil attached to the roots was separated out. The roots were then frozen in liquid nitrogen and stored in a freezer at –80℃.

### Construction of transcriptome database

#### RNA extraction

Total RNA was extracted from the roots, stems, leaves and fruits using the Total RNA Purification Kit, TRK1001 (LC Science, Houston, TX), and was then subjected to agarose gel electrophoresis prior to testing. The quality and concentration of samples was checked using the Agilent 2100 Bioanalyzer (Agilent, USA). The O.D. A260/280 was above 1.70–2.10, and the concentration was between 0.03–0.23 µg/µL.

#### Database construction, sequencing and annotation

Total RNA was extracted from roots, stems, leaves and fruits of the treatment group and the control group for transcriptome sequencing. The sequencing included three biological replicates, giving a total of 24 groups of samples. The sequencing work was undertaken by Hangzhou Lianchuan Bio Technologies Co., Ltd., and the NovaSeq 6000 System (Illumina, USA) was used for sequencing. In order to maximize the quality of data, the original data were filtered. The content of filtering includes: removing the splice sequence from the sequencing reads; The sequencing reads were scanned by window method, and the default scanning window was 6 bp, When the average quality value in the window is less than 20, the part of the read from the beginning of the window to the end of 3 ‘is cut off; Poly-A / T was removed; The truncated sequences less than 100 bp in length were removed; Remove the truncated sequence with more than 5% N content The sequence quality, including effective sequencing quantity, Q20, q30 and GC content, was estimated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). De novo assembly of the transcriptome was performed with Trinity 2.4.0. All the newly assembled gene sequences (UniGene) were compared with the NR database (http://www.ncbi.nlm.nih.gov/), GO (http://www.geneontology.org), SwissProt (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/), Pfam(http://pfam.xfam.org/) and EggNOG (http://eggnogdb.embl.de/) Compare and annotate the database.

#### Differentially expressed Unigene analysis

Salmon was used to perform expression level for Unigenes by calculating TPM. The differentially expressed Unigenes were selected with log2 (fold change) > 1 or log2 (fold change) < -1 and with statistical significance (*p* value < 0.05) by R package edgeR [33–35].

#### Fluorescence-based quantitative PCR

The transcription levels of differentially expressed genes (DEGs) in roots, stems, leaves and fruits were determined by quantitative real-time PCR (qRT PCR), which was performed using SYBR Premix Ex Taq (Tli RNase H plus, Takara). cDNA (20 times diluted) was used as the template for qRT PCR. The operation process and reaction conditions were as described in the manufacturer’s instructions, and the qRT PCR was repeated three times. The relative gene expression was calculated using the comparative CT (^−ΔΔ^CT) method. The gene-specific primers for qRT PCR were designed using Primer Express Software v3.0, and the internal reference gene was blueberry glyceraldehyde-3-phosphate dehydrogenase (GAPDH, NCBI accession number: AY123769.1). The qRT PCR specific primers and internal reference primers are listed in Table 1.

**Table 1:** Specific primers and internal reference primers

Primer name	Sequence (5ʹ-3ʹ)	Description
DN28053_c0_g3-F	TGGGCTCTATGTAAATCTCCGTAT	Root DN28053 c0 g3 qRT-PCR Primer
DN28053_c0_g3-R	CAACTTGCTTATTCCACCATACTCAT	Root DN28053 c0 g3 qRT-PCR Primer
DN43627_c1_g2-F	GGGATTTGTTTAGGGTAGTTGAAGG	Root DN43627 c1 g2 qRT-PCR Primer
DN43627_c1_g2-R	TGAGACCAATGTCCCAACCACT	Root DN43627 c1 g2 qRT-PCR Primer
DN32241_c0_g1-F	CAAAGCCTCCTATGGGTCTGA	Root DN32241 c0 g1 qRT-PCR Primer
DN32241_c0_g1-R	TATGACCGTGGCAAGGTCTG	Root DN32241 c0 g1 qRT-PCR Primer
DN21228_c0_g1-F	TTTCGGACATCCAAAGACAGC	Root DN21228 c0 g1 qRT-PCR Primer
DN21228_c0_g1-R	GAAGAGTGCCTGTATGAGGGTTG	Root DN21228 c0 g1 qRT-PCR Primer
DN28398_c1_g2-F	ATGAATGGAGGGCTTGGAGAA	Root DN28398 c1 g2 qRT-PCR Primer
DN28398_c1_g2-R	CAGCCCAAGTCAGCAATGTTT	Root DN28398 c1 g2 qRT-PCR Primer
DN29181_c0_g2-F	CGGGTCAGTTTACGAGCAGAA	Stem DN29181 c0 g2 qRT-PCR Primer
DN29181_c0_g2-R	GCACATACGCCATCTTCTTCG	Stem DN29181 c0 g2 qRT-PCR Primer
DN35069_c1_g1-F	GTGGACCCAAAGCAGCACAAG	Stem DN35069 c1 g1 qRT-PCR Primer
DN35069_c1_g1-R	GCCAGGTTGGTAATCTGAGGG	Stem DN35069 c1 g1 qRT-PCR Primer
DN39782_c0_g2-F	GGTCGCTTTCCTCCACTCA	Stem DN39782 c0 g2 qRT-PCR Primer
DN39782_c0_g2-R	ACGCCAAACTCAAAGCCAGA	Stem DN39782 c0 g2 qRT-PCR Primer
DN35079_c1_g3-F	CCCCACATTAGCGGTGTTCAA	Stem DN35079 c1 g3 qRT-PCR Primer
DN35079_c1_g3-R	CTTCACGTCCAAAACACTTAGCTTC	Stem DN35079 c1 g3 qRT-PCR Primer
DN36954_c0_g2-F	GTGCCCTAACTTTGGGATGACT	Stem DN36954 c0 g2 qRT-PCR Primer
DN36954_c0_g2-R	CATCATTCCTTTCCAAGCACC	Stem DN36954 c0 g2 qRT-PCR Primer
DN41993_c0_g1-F	CTACGACGCACTTGCCTCTGT	Leaf DN41993 c0 g1 qRT-PCR Primer
DN41993_c0_g1-R	GGGCAAACTGAAGAGGCACAT	Leaf DN41993 c0 g1 qRT-PCR Primer
DN30310_c0_g3-F	TAGTTTCCGTTTGGGTATGCG	Leaf DN30310 c0 g3 qRT-PCR Primer
DN30310_c0_g3-R	TTGTGCTCAGCCTGGAATACG	Leaf DN30310 c0 g3 qRT-PCR Primer
DN44211_c1_g3-F	ATGAAGTATGGCGGCTGGAAA	Leaf DN44211 c1 g3 qRT-PCR Primer
DN44211_c1_g3-R	TGTTCTACGGTAAACTCCCACATC	Leaf DN44211 c1 g3 qRT-PCR Primer
DN26309_c0_g1-F	CGTCGGGAATGATTGGAGTTT	Leaf DN26309 c0 g1 qRT-PCR Primer
DN26309_c0_g1-R	TCTTCTTTCAGCCCGTAATCG	Leaf DN26309 c0 g1 qRT-PCR Primer
DN42843_c0_g4-F	TTTGAGTGATAAGATGCCGTTCC	Leaf DN42843 c0 g4 qRT-PCR Primer
DN42843_c0_g4-R	TCCAGAGTGGTTCCGAGTAGGT	Leaf DN42843 c0 g4 qRT-PCR Primer
DN29906_c1_g1-F	GCCGCTGCTGGTTCCATTTA	Fruit DN29906 c1 g1 qRT-PCR Primer
DN29906_c1_g1-R	GTTGCCAAATGCCCAATACCC	Fruit DN29906 c1 g1 qRT-PCR Primer
DN30439_c2_g2-F	GTGACCCTCCAAACCTCCATT	Fruit DN30439 c2 g2 qRT-PCR Primer
DN30439_c2_g2-R	GGCAGTTCTTGAGCCCTTGAT	Fruit DN30439 c2 g2 qRT-PCR Primer
DN44638_c1_g4-F	CGTCTCCTCAACTGCCCTCTT	Fruit DN44638 c1 g4 qRT-PCR Primer
DN44638_c1_g4-R	CTCCAGCAATGGCACATCTTT	Fruit DN44638 c1 g4 qRT-PCR Primer
DN21435_c0_g1-F	CTTGACACCGAGGCTGCTTAT	Fruit DN21435 c0 g1 qRT-PCR Primer
DN21435_c0_g1-R	TTGATGACCTGAAACGCCACA	Fruit DN21435 c0 g1 qRT-PCR Primer
DN43035_c0_g1-F	TTTGAATAAGGGTGATTTGAGTGTC	Fruit DN43035 c0 g1 qRT-PCR Primer
DN43035_c0_g1-R	TTCAACAACGAAGCCAATACAA	Fruit DN43035 c0 g1 qRT-PCR Primer
GAPDH-F	CATCCACTCTATCACCGCAACAC	Reference gene qRT-PCR Primer
GAPDH-R	GCAGGCAACACCTTACCAACAG	Reference gene qRT-PCR Primer

### Determination of heavy metal content

The Cd, Mn, Cu, Fe and Zn content of roots, stems, leaves and fruits was determined by inductively coupled plasma mass spectrometry (ICP-MS). The specific operation mode was as described in *GB 5009.268–2016 National Food Safety Standard: Determination of Multi Elements in Food*. The microwave digestion method was used to measure the Cd, Mn, Cu, Fe and Zn content in soil according to the specific operation mode described in *HJ 832–2017 Microwave Digestion Method for Total Metal Elements in Soil and Sediment*.

### DGT (diffusive gradients in thin films) technology

DGT technology was used to simulate the absorption of heavy metals in soil by plant roots. A 200 g sample of soil taken from the middle of the basin was dried at 85℃ to constant weight, and was then passed through a 2 mm sieve to remove large particles. Deionized water was added to achieve 70% of maximum field capacity, and was mixed well with the soil. The soil was sealed with plastic film and placed in an incubator at 25℃ for 48 h to balance the soil. The balanced soil was then evenly smeared into the inner cavity of the DGT ring to ensure the same amount of soil was loaded into all of the DGT cavities. After loading, the soil was placed in an incubator at 25℃ for enrichment for 24 h before the recovery device. After the soil had been cleaned with deionized water the fixed membrane was removed, the front of the membrane was rolled into a 2.0 mL centrifuge tube containing 1.8 mL of 1.0 M HNO_3_) for 24 h [36], and the heavy metal content was determined at the end of the extraction. Colorimetric analysis was used to determine the ferrous iron (Fe^2+^) content [37], and ICP-MS was used to determine the levels of the other heavy metals.

### Diversity of fungi in the rhizosphere

Fungal DNA was extracted from the rhizosphere of blueberry using the Total TopTaq DNA Polymerase Kit (TransGen Biotech Co., Ltd, China), and total fungal DNA was then subjected to agarose gel electrophoresis prior to testing. The quality and concentration of DNA samples were checked using the NanoDrop 2000 spectrophotometer. The concentration was higher than 20 ng/ L, the total amount was more than 500 ng, and OD260/280 was in the range of 1.8 ~ 2.0. DNA samples were stored in a freezer at –80℃. After the total DNA of rhizosphere fungi had been extracted, the primers were designed according to the conserved region, and the sequencing connector was added at the end of the primers. After PCR amplification, the single band was cut and recovered for library quality inspection. The library was then sequenced using the Illumina MiSeq platform and a 2 × 250 bp paired-end sequencing strategy. For operational taxonomic unit (OTU) analysis and species annotation, UCLUST in QIIME2 (version 1.8.0) software was used [38, 39]. After filtering, de-noising, splicing and removal of chimeras, OTUs were clustered at a similarity threshold of 97% and compared with the fungal taxonomy database (UNITE, http://unite.ut.ee/index.php). Finally, taxonomic annotation at the level of phylum, class, order, family, genus and species was performed. The species annotation, alpha diversity, Simpson and Shannon indices were analyzed using krona, Mothur v.1.30 (http://www.mothur.org/).

### Data analysis and mapping

SPSS 22.0 was used for data analysis, and Excel and R were used to plot the data.

## Results

### Transcriptome database analysis

#### Gene assembly data

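Roots, stems, leaves and fruits of blueberry ‘Bluegold’ were taken from potted plants whose soil had received CdSO4 to a Cd concentration of 400 mg/kg (Cd) and from plants without added Cd (CK), with 3 biological replicates per tissue and treatment. The authors deposited, for each assembled gene (unigene), its length, its annotation, and for each of the 24 libraries the estimated counts and the TPM given by Salmon, which assigns reads to transcripts. The assembly was made without a reference genome, so unigenes have no position on a chromosome. The estimated counts were rounded to whole numbers and used without the TPM; 92.7% of them were already whole within 1e-06. The libraries held between 12859080 and 23980879 counts. The medians of the Cd and CK libraries were 14021349 and 16999403 in root, 17474395 and 20875034 in stem, 21201661 and 15773932 in leaf, and 17659003 and 14665274 in fruit. Between 56316 and 70819 unigenes per library had a count above 0, and the 100 most abundant unigenes took between 9.14% and 19.6% of a library's counts. Within each tissue, Cd was compared with CK by edgeR's quasi-likelihood F-test with TMM normalization, over unigenes that passed edgeR's filter on low counts (minimum count 10 and minimum total count 15). The fold change is that of Cd over CK, on the log2 scale (log2FC) with its standard error (SE), and expression values are TMM-normalized CPM, as mean ± SD over 3 libraries. A DEG was a unigene with a log2FC beyond 1 in either direction and p under 0.05, the criterion stated in the methods. The paper's text does not say whether this p was adjusted, so each count was made with the unadjusted p and again with the Benjamini-Hochberg adjusted p, and a DEG without further words is one by the unadjusted p. Intervals given for shares and for ratios of counts cover counting error only. Replicates of the same tissue and treatment had Pearson correlations between 0.932 and 0.981 over 44361 unigenes, which are not independent replicates. The first 3 principal components of the 24 libraries held 40.3%, 31.2% and 13.1% of the variance, and the libraries separated by tissue on the plot of principal components.

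**Figure D1:**
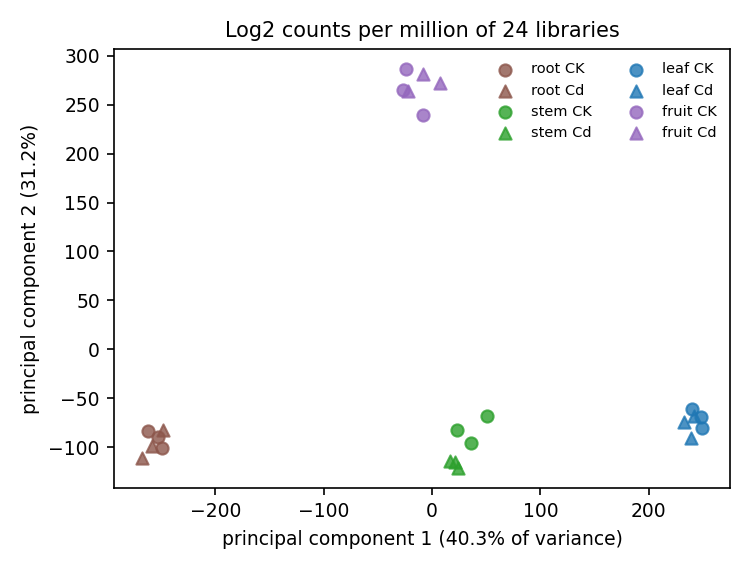
Each point is 1 library on the first and second principal components (axes, with their share of the variance) of log2 CPM, coloured by tissue, with circles for CK and triangles for Cd. The libraries of each tissue lie together, and the axes hold 40.3% and 31.2% of the variance.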

A total of 24 blueberry cDNA libraries were sequenced using the NovaSeq 6000 platform. After filtering and assembling the original data (Table 2) a total of 84 374 genes were obtained, with a GC content of 42.02%. The shortest gene sequence was 201 bp, and the longest sequence was 15 879 bp, with an average length of 491 bp and N50 length of 1473 bp. This indicates that the sequencing quality meets the requirements and can be used for subsequent analysis.

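In the deposited table, the 84374 unigenes had a total length of 72538271 bp. Their median length was 491 bp and their mean length 859.7 bp, and 26572 of them (31.5%) were shorter than 300 bp. Each unigene had a count above 0 in at least 1 library, and 35739 unigenes had a count above 0 in all 24 libraries.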

**Table 2:** Gene assembly data

Index	All	GC%	Min Length	Median Length	Max Length	Total Assembled Bases	N50
Transcript	271,500	42.08	201	632	15,879	257,120,425	1465
Gene	84,374	42.02	201	491	15,879	72,538,271	1473

#### Gene annotation data

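The deposited annotation gives a best match in NR for 37714 unigenes (44.7%), in SwissProt for 25692 (30.5%) and in Pfam for 28741 (34.1%). GO terms are given for 31729 unigenes (37.6%), EggNOG groups for 35118 (41.6%) and KEGG entries for 25247 (29.9%), of which 12648 have a pathway map. None of these was given for 45381 unigenes (53.8%). The unigenes with a match in NR held 91.5% of all counts. The species most often named by the best match in NR was Actinidia chinensis var. chinensis (18561 unigenes), followed by Quercus suber (2289) and Vitis vinifera (1541). The best match in SwissProt was a protein of an animal, a fungus or a bacterium for 4283 unigenes, and 465 of these had no match in NR.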

A total of 84 374 genes were annotated, and the results are shown in Table 3.

**Table 3:** Gene annotation data

Database	Number	Ratio (%)
All	84,374	100
GO	31,729	37.61
KEGG	25,247	29.92
Pfam	28,741	34.06
SwissProt	25,692	30.45
EggNOG	36,070	42.75
NR	37,714	44.7

#### Differential expression of genes

The DEGs in different tissues of blueberry that had been treated with Cd are shown in Fig. 1. There were 3370 DEGs in root, stem, leaf and fruit tissue (*P* < 0.05), of which 2521 DEGs (1644 up-regulated genes and 877 down-regulated genes) were present in stem tissue (representing 74.81% of the total). 

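In stem, 42636 unigenes were tested and 3736 were DEGs, of which 2399 were higher and 1337 lower in Cd stems. The share that was higher was 64.2% (95% exact binomial confidence interval 62.7% to 65.8%, with unigenes taken as independent). With the adjusted p, 586 unigenes were DEGs, 366 higher and 220 lower, and the share that was higher was 62.5% (58.4% to 66.4%). Among the alternatives tried, the count by the unadjusted p moved most without the fold-change threshold, to 7425. The count by the adjusted p rested on single libraries, and by the quasi-likelihood test it was 0 without Cd replicate 2 (3314 by the unadjusted p) and 0 without CK replicate 3 (4080 by the unadjusted p). It was 47 without CK replicate 2, 155 without CK replicate 1, 164 without Cd replicate 1 and 255 without Cd replicate 3. Without Cd replicate 1, 25.6% of the DEGs by the adjusted p were higher in Cd stems. With all 6 libraries, edgeR's exact test gave 2491 DEGs by the adjusted p and DESeq2 gave 2420.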

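Of the 586 stem DEGs by the adjusted p, 543 averaged at least 1 CPM, and the 3 largest increases and 3 largest decreases among them were taken. At most 2 unigenes without annotation were taken in each direction, and further ones were passed over. DN22549_c0_g1, of 1089 bp and without annotation, had 155 counts in the Cd stems and 2 in the CK stems, a ratio of 89.5 (95% counting interval 24.4 to 745.9) after normalization. DN36125_c0_g1, of 2472 bp and also without annotation, rose from 1.41 ± 1.40 to 66.8 ± 31.9 CPM (log2FC 5.60, SE 0.76, adjusted p = 0.0311). DN42580_c0_g4, matched to diacylglycerol kinase 5 (DGK5), rose from 0.0895 ± 0.115 to 2.63 ± 1.14 CPM (log2FC 4.89, SE 0.79, adjusted p = 0.0410). DN24954_c0_g2, without annotation, fell from 9.43 ± 7.54 to 0.119 ± 0.156 CPM (log2FC −6.26, SE 0.95, adjusted p = 0.0385). DN22784_c0_g2, matched to the 9-cis-epoxycarotenoid dioxygenase NCED6, had 2 counts in the Cd stems and 157 in the CK stems, a ratio of 67.9 in favour of CK (18.5 to 566.0). DN25239_c1_g3, matched to DOG1-like 4 (DOGL4), fell from 9.08 ± 2.15 to 0.213 ± 0.282 CPM (log2FC −5.37, SE 0.72, adjusted p = 0.0302).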

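In root, 35791 unigenes were tested and 1153 were DEGs, 787 higher and 366 lower in Cd roots, so that 68.3% were higher (95% exact binomial confidence interval 65.5% to 70.9%). In leaf, 40549 were tested and 1029 were DEGs, 649 higher and 380 lower in Cd leaves (63.1% higher, 60.0% to 66.0%). In fruit, 34928 were tested and 898 were DEGs, 520 higher and 378 lower in Cd fruits (57.9% higher, 54.6% to 61.2%). With the adjusted p, the quasi-likelihood test gave 0 DEGs in root, 0 in leaf and 0 in fruit. By the adjusted p, edgeR's exact test gave 96 DEGs in root, 224 in leaf and 209 in fruit, and DESeq2 gave 137, 231 and 193. Single libraries moved the counts by the unadjusted p. The root count was 1941 without Cd replicate 2 and 1943 without CK replicate 3, the leaf count 2017 without Cd replicate 2, and the fruit count 1487 without CK replicate 3. In leaf and fruit, but not in root, the direction of most DEGs also rested on single libraries, since 47.5% of leaf DEGs were higher without Cd replicate 3, and in fruit 39.8% were higher without Cd replicate 1 and 49.8% without Cd replicate 2.

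**Figure D2:**
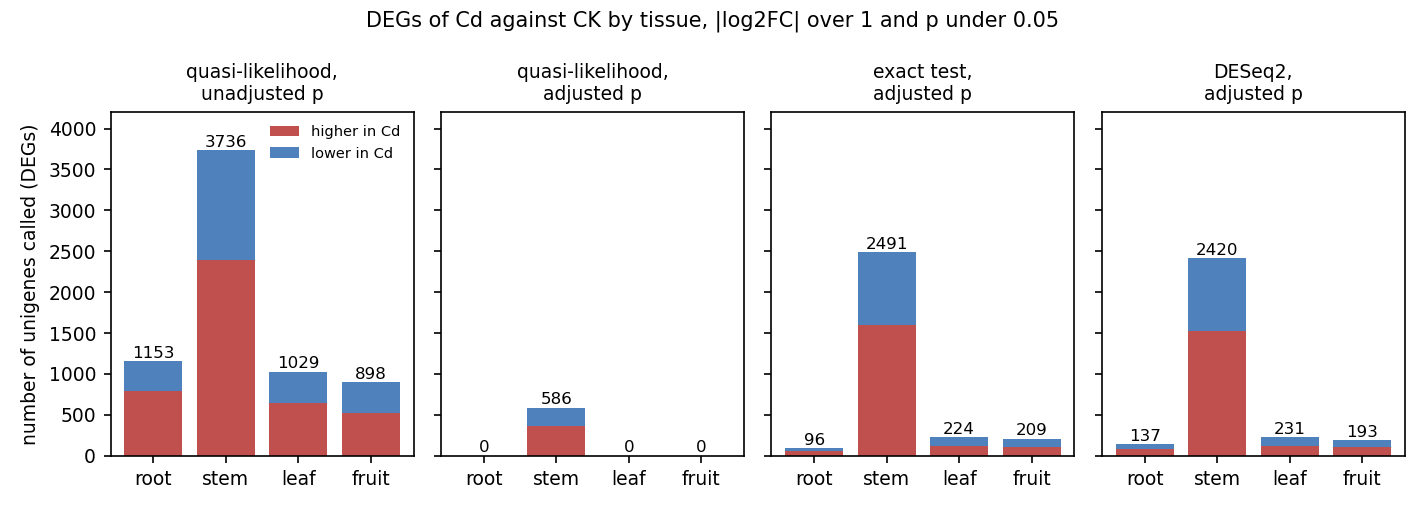
Bars give the number of DEGs of Cd against CK in each tissue (vertical axis), split into those higher and those lower in Cd, with 1 panel for each test and kind of p. The quasi-likelihood test gave 3736 DEGs in stem by the unadjusted p and 586 by the adjusted p, where the other tissues had 0, while the exact test and DESeq2 gave adjusted DEGs in all 4 tissues.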

There were 360 (10.68%) DEGs in fruits, 305 (9.05%) DEGs in leaves, and 184 (5.46%) DEGs in roots.

**Fig. 1:**
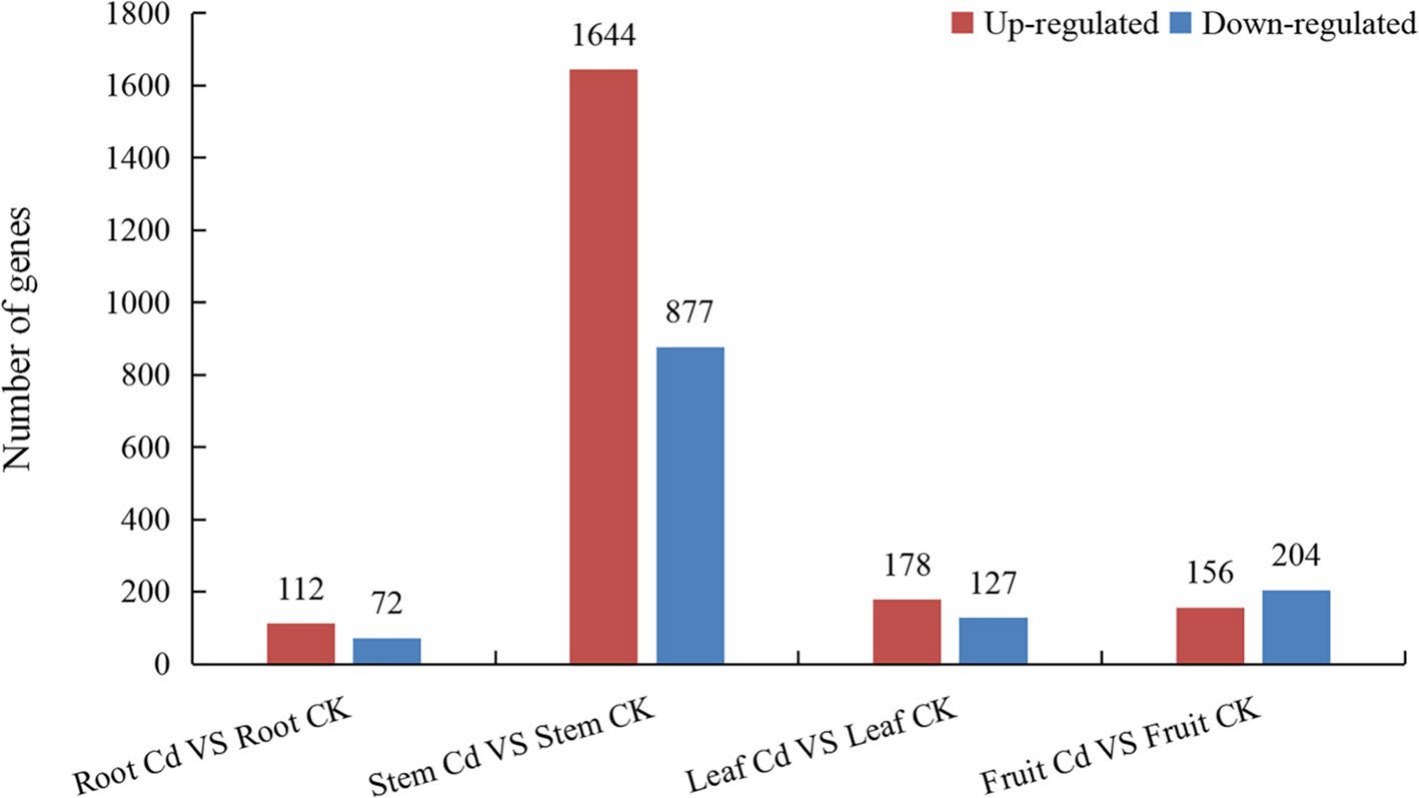
Differentially expressed genes in different tissues of blueberry

#### Verification of differentially expressed genes by qRT PCR

In order to verify the reliability and reproducibility of RNA-Seq, 20 genes were randomly selected from blueberry root, stem, leaf and fruit tissue for qRT PCR detection, and the expression of these genes in different tissues under Cd stress was analyzed (Fig. 2). They included functional genes, transporters, protective enzymes and transcription factors. The expression of 20 differential genes was consistent with that of RNA-Seq, with the exception of dn30310 c0g3 (shown in red), which indicated that the sequencing results were reliable.

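For the 20 unigenes of Table 1, the RNA-Seq log2FC in the tissue that Table 1 names was set beside the direction of the bars in Fig. 2. DN44638_c1_g4 (ephA, fruit) fell below the filter on low counts, at 1.49 ± 0.886 CPM in Cd and 0.0876 ± 0.108 CPM in CK fruits. All 19 others were DEGs. Over all unigenes tested in their tissue, 4 were DEGs by the adjusted p of the quasi-likelihood test, all of them in stem, and 19 by that of edgeR's exact test, and adjusted over the list alone it was 19. The last count is not independent evidence, since the authors took the 20 unigenes from those that differed in these libraries. The RNA-Seq direction was that of Fig. 2 in 14 of the 19 (exact two-sided binomial test, p = 0.0636), 3 of 5 in root, 4 of 5 in stem, 4 of 5 in leaf and 3 of 4 in fruit. Without the filter on low counts it was 15 of 20 (p = 0.0414 by the same exact test), the largest change under the alternatives tried. PUB34 (DN32241_c0_g1) fell from 14.2 ± 2.58 to 2.94 ± 0.249 CPM in Cd roots (log2FC −2.26, SE 0.25), and ABCC3 (DN21228_c0_g1) fell from 74.4 ± 53.6 to 11.5 ± 3.76 CPM in Cd roots (log2FC −2.70, SE 0.61). PP2CA (DN36954_c0_g2) fell from 213.0 ± 80.8 to 49.0 ± 5.20 CPM in Cd stems (log2FC −2.12, SE 0.31), and psbA (DN30310_c0_g3), the unigene shown in red in Fig. 2, fell from 612.8 ± 118.1 to 246.8 ± 36.1 CPM in Cd leaves (log2FC −1.31, SE 0.22). The bars of these 4 rise in Fig. 2, and the bar of DN43035_c0_g1 falls, while its expression rose from 0.649 ± 0.314 to 2.79 ± 0.926 CPM in Cd fruits (log2FC 2.08, SE 0.45). Os03g0165400 (DN28053_c0_g3) had 140 counts in the Cd roots and 3 in the CK roots, a ratio of 50.9 (95% counting interval 17.1 to 249.9). GAT1 (DN29906_c1_g1) had 1 count in the Cd fruits and 104 in the CK fruits, a ratio of 114 in favour of CK (20.1 to 4561).

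**Figure D3:**
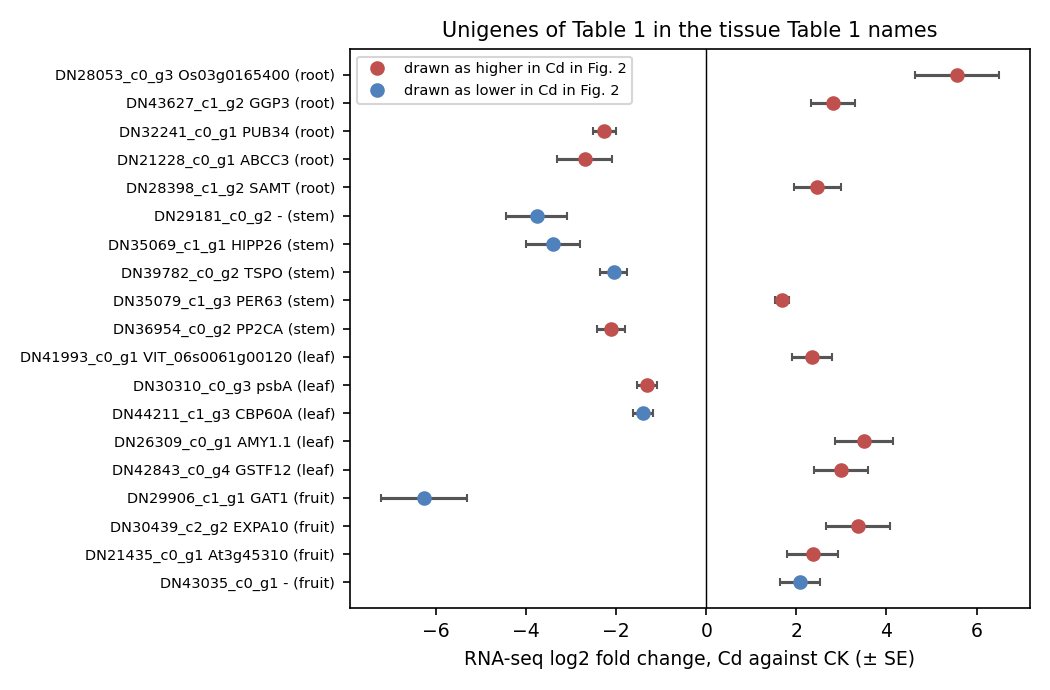
Points give the RNA-Seq log2FC of Cd against CK (horizontal axis, with SE) of the 19 tested unigenes of Table 1, coloured by the direction of their bars in Fig. 2. In 14 of them the colour and the side of 0 go together.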

**Fig. 2:**
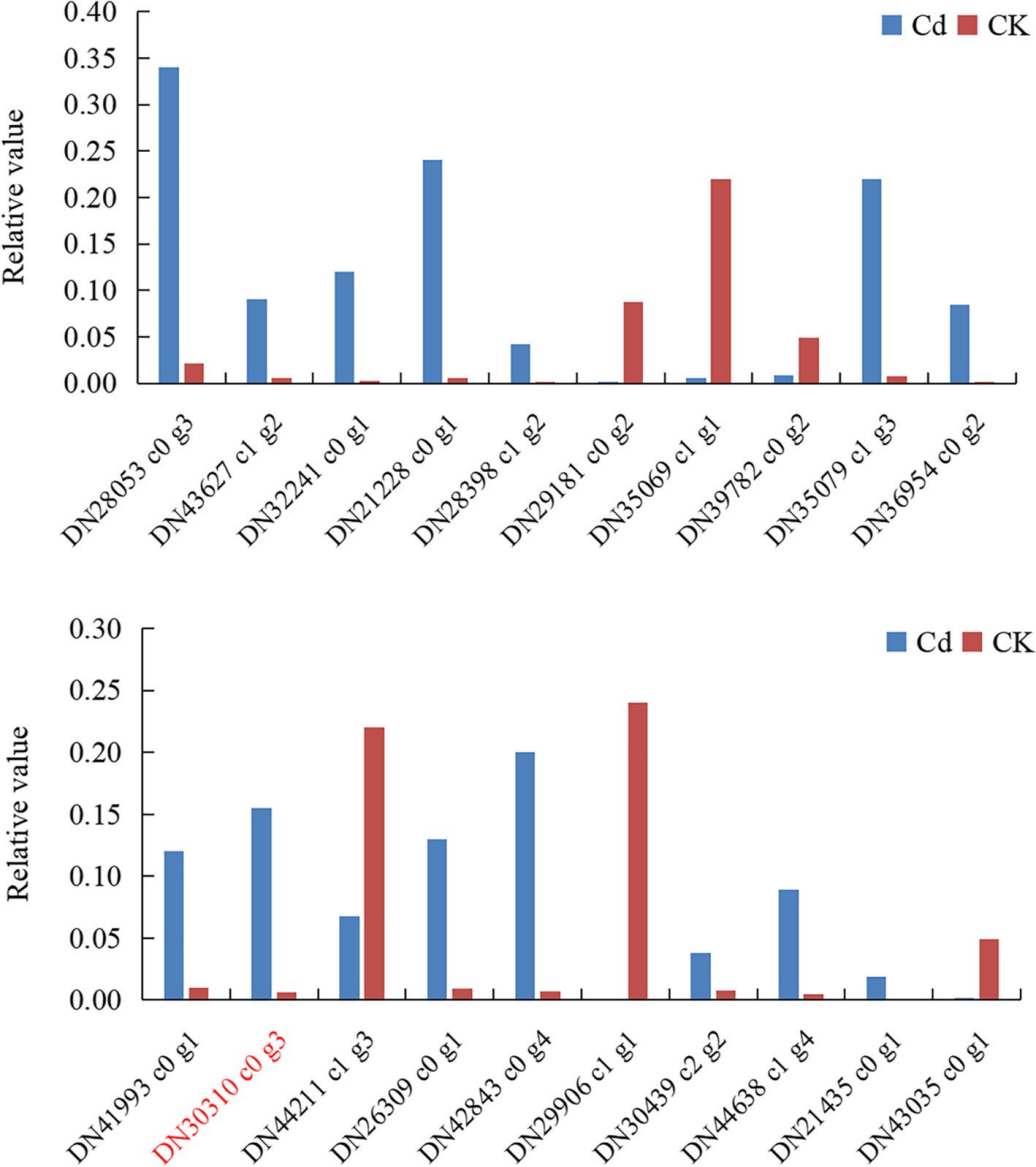
The 20 differential genes that were verified by qRT-PCR

#### Gene ontology (GO) enrichment analysis

Under Cd^2+^ stress, the GO enrichment results for DEGs varied in different tissues of blueberry (Fig. 3), and only the top 15 *P*-values are shown in Fig. 3. A total of 96 significant GO-rich sub-items were obtained in root tissue, which were mainly concentrated in the cell wall, extracellular region and ectoplasm. In addition, the enrichment factors of cotransporter, oxalate metabolism and oxalate decarboxylase process were higher. 

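GO terms were tested in root by one-sided Fisher's exact tests over the 22367 tested unigenes that carry a GO term, 749 of them DEGs, with Benjamini-Hochberg adjustment over the 2586 terms that hold at least 5 of these unigenes. Of these terms, 169 had an unadjusted p under 0.05 and 31 an adjusted p under 0.05. With all annotated unigenes as the background 25 terms had an adjusted p under 0.05, and with DEGs by the adjusted p of edgeR's exact test 2 had. Cell wall ranked first, with 48 DEGs among its 344 tested unigenes, 40 higher and 8 lower in Cd roots, which was 4.17 times the share over all unigenes with a GO term (adjusted p = 1.24e-13). Extracellular region ranked second, with 64 DEGs higher and 7 lower among 872 (2.43 times, adjusted p = 5.78e-09). Oxalate metabolic process and oxalate decarboxylase activity each held 7 tested unigenes, of which 4 were DEGs, all higher in Cd roots (17.1 times, adjusted p = 0.00694). Symporter activity held 13 tested unigenes, with 1 DEG higher and 2 lower (6.89 times, adjusted p = 0.270).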

A total of 226 significant GO-rich sub-items were obtained in stem tissue, which were mainly concentrated in the plasma membrane, and were also enriched in the defense reaction, abscisic acid reaction, protein phosphorylation, xyloglucosan and signal transduction pathways. 

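In stem, 1856 of the 24397 tested unigenes with a GO term were DEGs. Of 2748 terms, 225 had an unadjusted p under 0.05 and 92 an adjusted p under 0.05. Counting only DEGs by the adjusted p left 15 terms with an adjusted p under 0.05. Plasma membrane was the largest of the terms named here, with 3570 tested unigenes, of which 318 were DEGs higher and 78 lower in Cd stems (1.46 times the share over all unigenes with a GO term, adjusted p = 1.67e-13). Defense response held 161 DEGs that were higher and 10 that were lower among 841 (2.67 times, adjusted p = 5.32e-30), protein phosphorylation 141 and 15 among 894 (2.29 times, adjusted p = 5.27e-20), and signal transduction 87 and 9 among 450 (2.80 times, adjusted p = 7.84e-18). In response to abscisic acid, more DEGs were lower than higher, at 42 against 18 of 379 (2.08 times, adjusted p = 4.73e-06). Xyloglucan:xyloglucosyl transferase activity had the highest factor of these terms, at 8.22, with 11 DEGs higher and 4 lower among 24 (adjusted p = 2.91e-09).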

A total of 107 significant GO-rich sub-items were obtained in leaf tissue, which were mainly concentrated in the cell membrane, extracellular region and plastids. 

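In leaf, 495 of the 23107 tested unigenes with a GO term were DEGs, and of 2693 terms 109 had an unadjusted p under 0.05 and 22 an adjusted p under 0.05. The latter number was 18 with all annotated unigenes as the background and 1 with DEGs by the adjusted p of edgeR's exact test. Membrane held 29 DEGs that were higher and 15 that were lower in Cd leaves among 1254 tested unigenes (1.64 times the share over all unigenes with a GO term, adjusted p = 0.0906). Extracellular region held 31 and 6 among 868 (1.99 times, adjusted p = 0.0151). In plastid, 4 DEGs were higher and 13 lower among 304 (2.61 times, adjusted p = 0.0403). Secondary metabolite biosynthetic process held 15 and 1 among 156 (4.79 times, adjusted p = 1.17e-04), and cell wall organization 8 and 5 among 155 (3.92 times, adjusted p = 0.0104). Oxidoreductase activity held 4 and 2 among 266, which was 1.05 times the share (adjusted p = 1).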

The biosynthesis of secondary metabolites, cell wall tissue and oxidoreductase activity also played an important role. A total of 355 significant GO-rich sub-items were obtained in fruit tissue, which were mainly concentrated in the cell membrane and extracellular region. 

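In fruit, 563 of the 21598 tested unigenes with a GO term were DEGs, and of 2582 terms 169 had an unadjusted p under 0.05 and 61 an adjusted p under 0.05. With all annotated unigenes as the background it was 46 terms by the adjusted p, and with DEGs by the adjusted p of edgeR's exact test 12. Extracellular region ranked first, with 49 DEGs higher and 20 lower in Cd fruits among 831 tested unigenes (3.19 times the share over all unigenes with a GO term, adjusted p = 3.55e-14). Membrane held 50 and 21 among 1138 (2.39 times, adjusted p = 5.63e-09), and cell wall 22 and 8 among 334 (3.45 times, adjusted p = 1.66e-06). Oxidoreductase activity held 8 and 6 among 245 (2.19 times, adjusted p = 0.164). Of the 520 DEGs higher in Cd fruits, 18 had a mammalian protein as their best match in SwissProt and no match in NR.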

There were also many differences in the cell wall and in oxidoreductase activity.

**Fig. 3:**
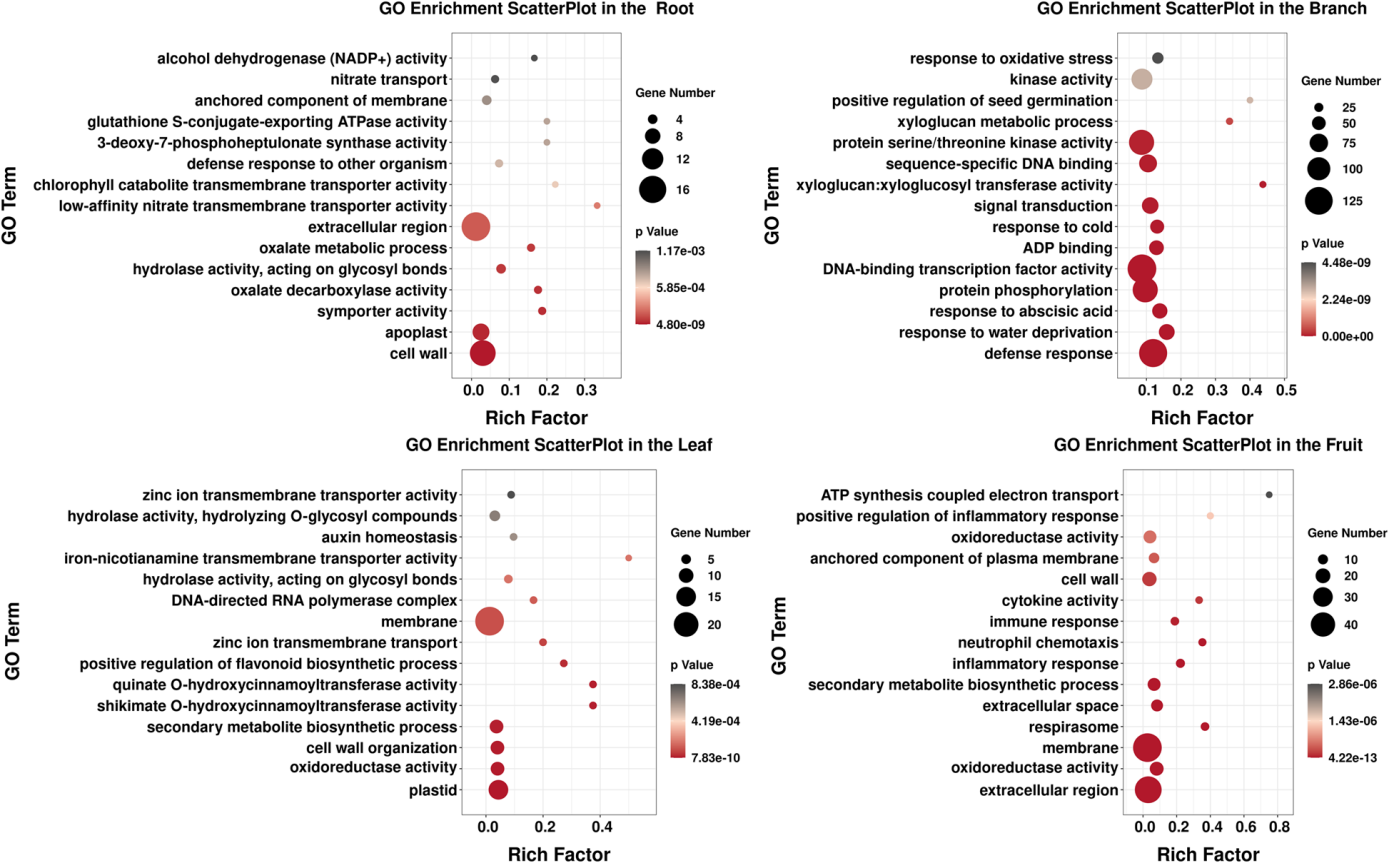
Enrichment analysis of GO genes in different tissues of blueberry

#### KEGG enrichment analysis

Under Cd stress, the KEGG enrichment results varied for different tissues of blueberry (Fig. 4). 

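KEGG pathways were tested in the same way as GO terms. In root the background was 8613 tested unigenes with a pathway map, of which 268 were DEGs, and 3 pathways had an adjusted p under 0.05, namely phenylpropanoid biosynthesis (24 DEGs higher and 5 lower in Cd roots among 249 tested unigenes, 3.74 times the share over the background, adjusted p = 8.49e-08), starch and sucrose metabolism (17 and 5, adjusted p = 0.0104) and flavonoid biosynthesis (9 and 1 among 88, adjusted p = 0.0167). Sphingolipid metabolism held 4 DEGs that were higher and 1 that was lower (adjusted p = 0.611), glycosphingolipid biosynthesis of the ganglio series 3 and 1 (adjusted p = 0.271), and glycosaminoglycan degradation 3 and 1 (adjusted p = 0.410). Galactose metabolism held 7 and 1 and other glycan degradation 4 and 1 (adjusted p = 0.611 for each), and amino sugar and nucleotide sugar metabolism 13 and 0 (adjusted p = 0.271). RNA transport held 7 and 2 among 381 and plant hormone signal transduction 5 and 6 among 423 (adjusted p = 1 for each), and ABC transporters 4 and 7 among 138 (2.56 times, adjusted p = 0.123). The pathways and GO terms named for a tissue were also tested as sets over all their tested unigenes, with limma's camera at its preset correlation of 0.01 and, beside it, with limma's fry, which takes the correlation between unigenes from the libraries. In root, 12 of 18 sets had a camera adjusted p under 0.05, all 12 of them higher in Cd roots, and 0 of the 18 had a fry adjusted p under 0.05, where the smallest unadjusted fry p was 0.00908, for amino sugar and nucleotide sugar metabolism.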

In terms of the number of differential genes, enrichment factor and *P*-value, the differential expression of the KEGG pathway in blueberry roots mainly involves sphingolipid metabolism, glycosphingolipid biosynthesis and glycosaminoglycan degradation and other processes related to the cell membrane and the cell wall, and the degradation and metabolism of lactose, amino sugars, nucleotide sugars and other glycans. In addition, it is associated with phenylpropanoid biosynthesis, flavonoid biosynthesis and RNA transport. There were also differences in metabolic processes such as ABC transport and plant hormone signal transduction. The difference in the KEGG pathway in blueberry stems was mainly concentrated in the plant–pathogen interaction pathway, and the difference in the plant hormone signal transduction and MAPK signal transduction pathways also reached a significant level. 

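In stem, 625 of the 9398 tested unigenes with a pathway map were DEGs, and 5 pathways had an adjusted p under 0.05, against 3 when only DEGs by the adjusted p were counted. MAPK signaling pathway held 51 DEGs that were higher and 24 that were lower in Cd stems among 331 tested unigenes (3.41 times the share over the background, adjusted p = 7.03e-20), and plant–pathogen interaction 110 and 3 among 814 (2.09 times, adjusted p = 4.53e-13). In plant hormone signal transduction the DEGs went both ways, 35 higher and 35 lower among 451 (2.33 times, adjusted p = 4.91e-10). Circadian rhythm held 4 that were higher and 18 that were lower among 101 (3.28 times, adjusted p = 1.86e-05), and carotenoid biosynthesis 2 and 11 among 62 (3.15 times, adjusted p = 0.00468). Of the 15 sets tested with camera in stem, 8 had an adjusted p under 0.05, 5 higher and 3 lower in Cd stems, and 1 of these 8, circadian rhythm (median log2FC −0.21), also had a fry adjusted p under 0.05 (0.00195).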

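In leaf, 215 of the 8950 tested unigenes with a pathway map were DEGs, and 3 pathways had an adjusted p under 0.05. These were diterpenoid biosynthesis (9 DEGs, all higher in Cd leaves, among 52 tested unigenes, 7.20 times the share over the background, adjusted p = 4.50e-04), photosynthesis (10 DEGs, all lower, among 87, 4.78 times, adjusted p = 0.00275) and photosynthesis antenna proteins (5 DEGs, all lower, among 19, 11.0 times, adjusted p = 0.00299). Plant hormone signal transduction held 7 DEGs that were higher and 6 that were lower among 413 (adjusted p = 1), and oxidative phosphorylation 3 and 9 among 233 (2.14 times, adjusted p = 0.237). Of the 18 sets tested with camera in leaf, 9 had an adjusted p under 0.05, 2 of them higher and 7 lower in Cd leaves. Diterpenoid biosynthesis (fry adjusted p = 0.0408), linoleic acid metabolism (fry adjusted p = 0.0413) and RNA polymerase (fry adjusted p = 0.0408) were the 3 of these 9 that also passed 0.05 with fry.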

In blueberry leaves, the KEGG pathway was mainly expressed in photosynthesis, followed by plant hormone signal transduction and oxidative phosphorylation. 

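In fruit, 203 of the 8354 tested unigenes with a pathway map were DEGs. Tropane, piperidine and pyridine alkaloid biosynthesis held 1 DEG, lower in Cd fruits, among 29 tested unigenes, and flavone and flavonol biosynthesis 0 DEGs among 26 by the quasi-likelihood test. ABC transporters held 2 DEGs, both lower in Cd fruits, among 136, and purine metabolism 1 that was higher and 1 that was lower among 276. The adjusted p of each of these 4 pathways was 1. The 1 pathway with an adjusted p under 0.05 in fruit was diterpenoid biosynthesis (7.58 times the share over the background, adjusted p = 0.00396). When DEGs by the adjusted p of edgeR's exact test were counted, 0 pathways had an adjusted Fisher p under 0.05 (4 by the unadjusted p), from 57 DEGs with a pathway map. Of the 14 sets tested with camera in fruit, 3 had an adjusted p under 0.05 and 0 had a fry adjusted p under 0.05, where the smallest unadjusted fry p was 0.0451, for the GO term extracellular region.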

The differentially expressed KEGG pathways in blueberry fruits were mainly involved in the biosynthesis of melamine, piperidine and pyridine alkaloids, thiometabolism, flavone and flavonol biosynthesis, ABC transport and purine metabolism.

**Fig. 4:**
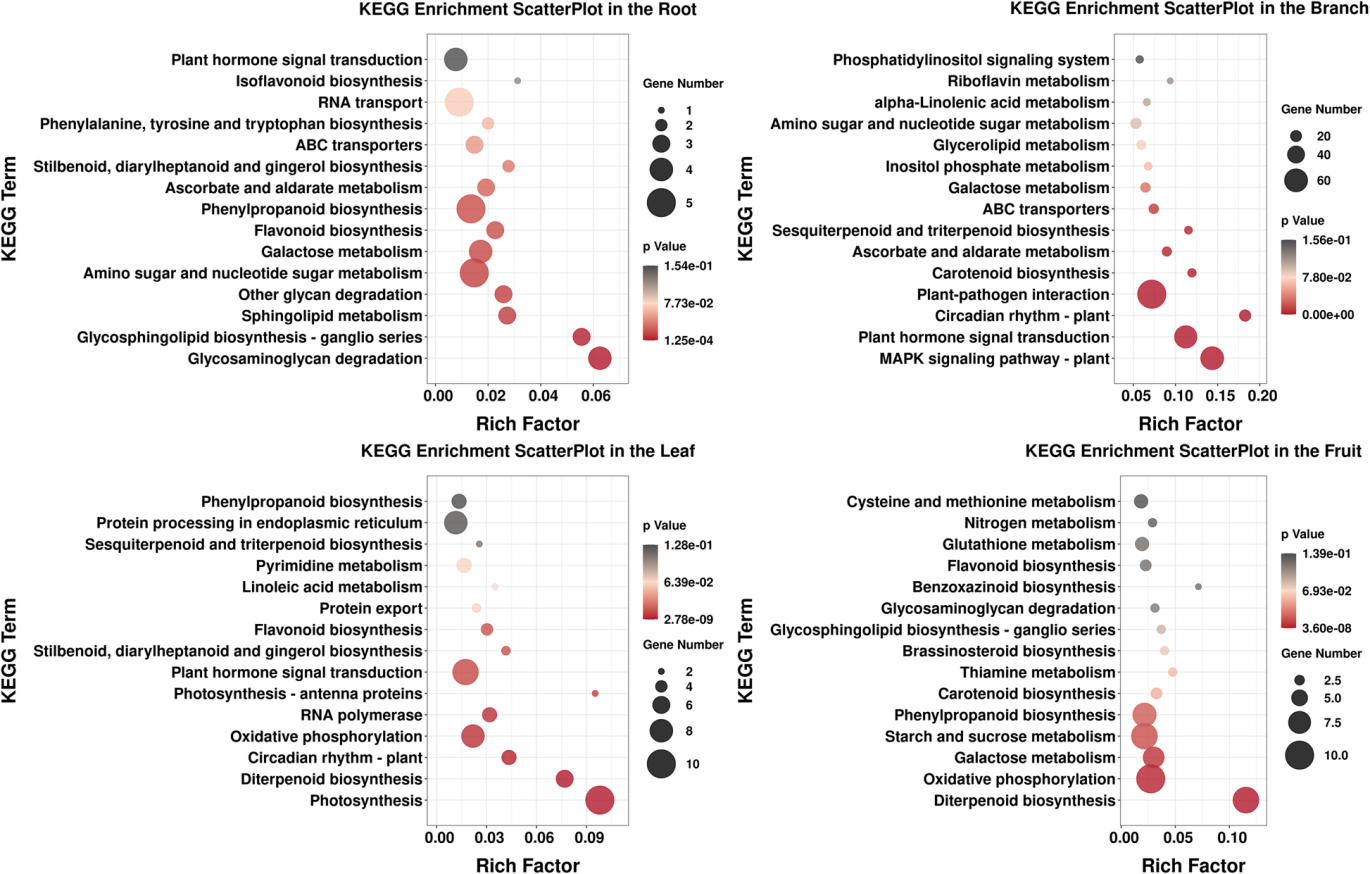
Enrichment analysis of KEGG in different tissues of blueberry

### Heavy metal content in different tissues

Under Cd stress, the absorption of heavy metals by blueberry was significantly affected. It can be seen from Fig. 5A that Mn accumulated mainly in the root and stem of blueberry. Compared with the control group, the Mn content of root tissue in the treatment group was unaffected by Cd stress, and the Mn content of stem, leaf and fruit tissues decreased. The Mn content of leaf and fruit tissue in the treatment group was significantly different from that in the control group. The concentration of Mn was highest in the stem, where it exceeded Mn levels in the soil. Fe was the most abundant mineral element in the soil (Fig. 5b), and was mainly accumulated in the roots of blueberry. Under Cd stress, the Fe content of roots, stems, leaves and fruits decreased, and the Fe content of root tissue was significantly different compared with the control. The Cu content of blueberry tissues was much lower than the soil Cu content (Fig. 5C). Cd stress had no significant effect on the Cu content of blueberry tissues. The Cu content of root, stem and leaf tissue in the treatment group was significantly different from that in the control, but there was no significant difference in the Cu content of fruit tissue. The root system of blueberry has a significant enrichment effect with regard to Zn (Fig. 5d), and high concentrations of Zn can accumulate in the root tissue. Under Cd stress, the Zn content of root and leaf tissue decreased significantly, whereas the Zn content of stem tissue increased. There was no significant difference in the Zn content of fruit tissue between the treatment and control groups.

**Fig. 5:**
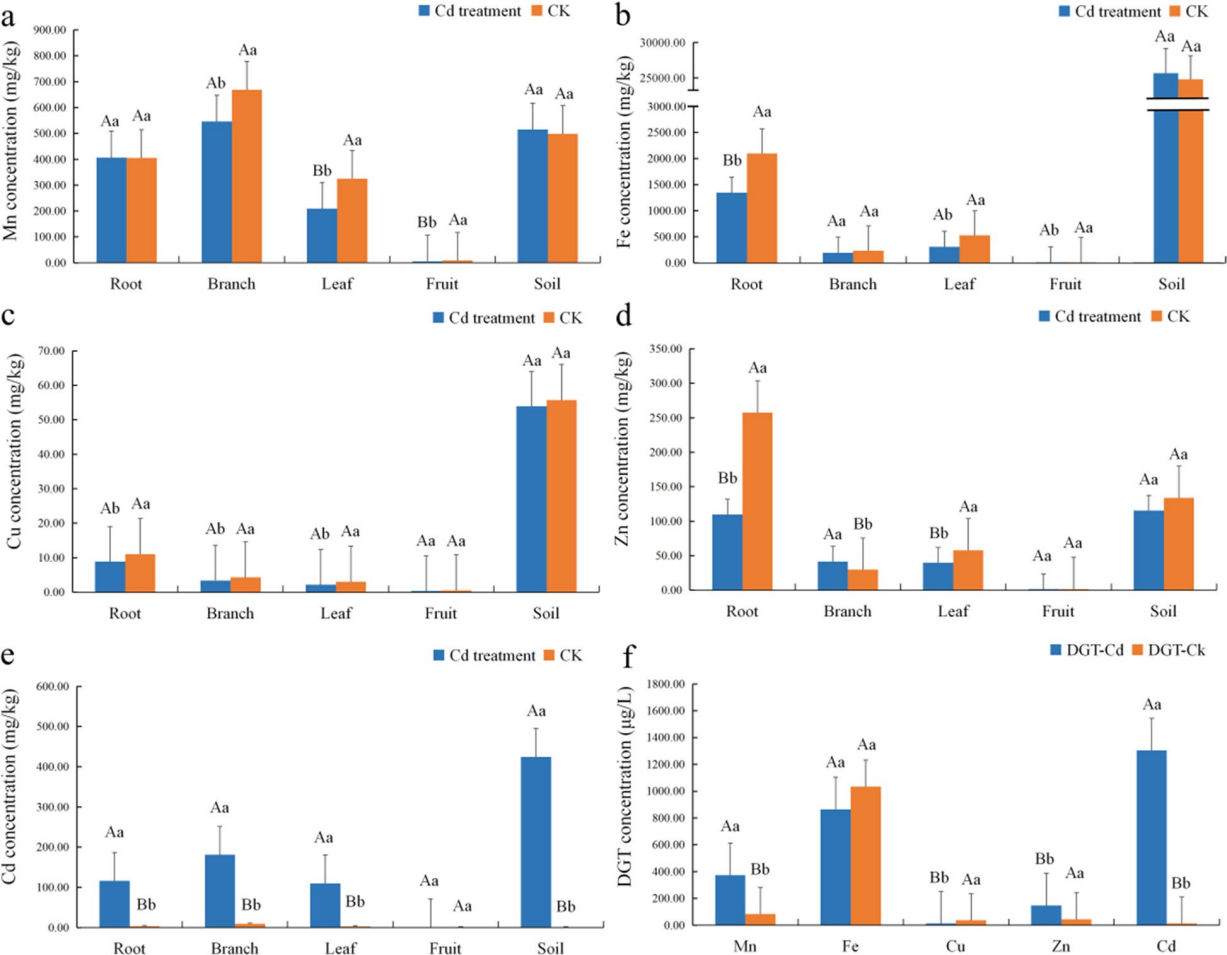
Heavy metal content of different tissues and DGT concentration in blueberry

Cd is a non-essential element in plants, and under conditions of Cd stress the extent to which it accumulated in root, stem, leaf and fruit tissue of blueberry varied (Fig. 5e). It mainly accumulated in the stems and roots, and the highest levels were found in the stems, followed by the leaves. Compared with the control, there was a highly significant difference in the Cd content of roots, stems and leaves in the treatment group, but a much smaller difference in the Cd content of fruits. The total Cd content of roots, stems, leaves and fruits did not exceed soil levels.

DGT is a passive soil sampling technology that simulates the process of passive absorption of mineral elements by plant roots. It can be seen from Fig. 5F that Cd showed the highest rate of absorption by DGT, followed by Fe. Under Cd stress, there is a very significant increase in absorption of Mn and Zn compared with the control. Cu showed the lowest rate of passive absorption, and Cd impaired the absorption of Cu by DGT.

### Correlation analysis of heavy metal content and DEGs

The results of the correlation analysis of heavy metal content and DEGs in different tissues are presented in Table 4 (only the top 10 genes in each tissue are shown), and *R* ≥ 0.8 and *P* ≤ 0.05 were selected as the screening conditions. Of the 184 DEGs in blueberry root tissue, 37 DEGs were screened, including Cd30 (16.30%), Cu4 (2.17%), Zn2 (1.09%) and Fe1 (0.54%). Of these 37 DEGs, 16 DEGs were positively correlated and 21 DEGs were negatively correlated, and these genes included TRX2 and transcription factor myb26, among others. 

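Metal contents of single plants are not in the deposited table, so correlations with them could not be computed, and the RNA-Seq change in Cd roots was set beside the sign printed in Table 4. Of the 10 root unigenes of Table 4, 9 were tested and all 9 were DEGs. With the adjusted p, 0 of the 9 were DEGs by the quasi-likelihood test over all unigenes tested, 6 by edgeR's exact test, and 9 adjusted over the list alone, which is not independent evidence, since the authors chose these unigenes on the same plants. The unigenes with the largest changes among the 8 listed with Cd were DN24062_c1_g1, matched to a receptor-like protein, which rose from 0.441 ± 0.359 to 5.82 ± 4.27 CPM (log2FC 3.72, SE 1.02) and is listed with a negative sign, and TRX2 (DN28710_c0_g3), which rose from 0.221 ± 0.0963 to 2.04 ± 1.14 CPM (log2FC 3.14, SE 0.66) and is listed with a positive sign. The change had the listed sign in 6 of these 8. DN38676_c0_g5, annotated as transcription factor MYB26 in NR and MYB44 in SwissProt, fell from 83.5 ± 22.3 to 30.9 ± 5.33 CPM (log2FC −1.43, SE 0.25), as its sign in Table 4 has it. The unigene listed with Fe, DN31795_c0_g1, had overlapping Cd and CK libraries and a log2FC of −2.78 (SE 0.80).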

Of the 2521 DEGs in blueberry stem tissue, 1280 DEGs were screened, including Cd1230 (48.96%), Zn13 (0.52%), Fe5 (0.23%), Mn5 (0.23%) and Cu2 (0.09%). Of these 1255 DEGs, 762 DEGs were positively correlated and 493 DEGs were negatively correlated. including calmodulin-dependent protein kinase and L-ascorbate oxidase. 

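All 10 stem unigenes of Table 4 are listed with Cd, and each was a DEG whose change had the listed sign. This was not tested, since the authors chose the list on the same plants, so that the direction follows in part from the choice. By the adjusted p over all unigenes tested in stem, 4 of them were DEGs with the quasi-likelihood test and 10 with edgeR's exact test. Adjusted over the list alone it was 10, which for the same reason is not independent evidence. The 4 were CIPK6 (DN22052_c0_g1), annotated as a calcium/calmodulin-dependent protein kinase, which fell from 201.6 ± 17.1 to 69.3 ± 6.10 CPM (log2FC −1.54, SE 0.15, adjusted p = 0.0232), DN36060_c0_g2 (log2FC −1.56, SE 0.18, adjusted p = 0.0248), DN30630_c0_g3, matched to a disease resistance protein (log2FC 1.54, SE 0.24, adjusted p = 0.0390), and GAUT15 (DN44665_c1_g1, log2FC 1.76, SE 0.29, adjusted p = 0.0424). An L-ascorbate oxidase homolog (DN45416_c0_g1) rose from 61.9 ± 49.6 to 369.2 ± 139.3 CPM (log2FC 2.58, SE 0.72, adjusted p = 0.125). Over the 22 tested unigenes that Table 4 lists with Cd in any tissue, 20 changed in the listed direction, and without the filter on low counts it was 21 of 23, the largest change under the alternatives tried.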

Of the 305 DEGs in blueberry leaf tissue, 181 DEGs were screened, including Cu109 (35.74%), Cd48 (15.74%) and Mn24 (7.87%). Of these 181 DEGs, 100 DEGs were positively correlated and 81 DEGs were negatively correlated, including flavonoid 3-O-glucosyltransferase and peroxidase. 

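Of the 10 leaf unigenes of Table 4, all were DEGs. Over all unigenes tested in leaf, 0 of the 10 were DEGs by the adjusted p of the quasi-likelihood test and 7 by that of edgeR's exact test, against 10 adjusted over the list alone, a list chosen by the authors on these plants and so not independent evidence. The 4 listed with Cd all have a positive sign and were all higher in Cd leaves. They include a flavonoid 3-O-glucosyltransferase (DN41610_c1_g2), at 32.6 ± 23.5 CPM in Cd and 6.30 ± 4.56 CPM in CK leaves (log2FC 2.34, SE 0.63), whose libraries overlapped, and PPCK2 (DN35515_c0_g2), at 0.985 ± 0.421 and 0.205 ± 0.136 CPM (log2FC 2.13, SE 0.59). Of the 6 listed with Cu, the peroxidase DN35869_c0_g2 rose from 0.684 ± 0.340 to 3.12 ± 1.31 CPM in Cd leaves (log2FC 2.20, SE 0.44), and the plastid rpoB unigene DN33777_c2_g4 fell from 12.4 ± 1.07 to 5.37 ± 1.53 CPM (log2FC −1.21, SE 0.23).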

Of the 360 DEGs in blueberry fruit tissue, 120 DEGs were screened, including Cu49 (13.61%), mn35 (9.72%), Zn17 (4.72%), Fe12 (3.33%) and Cd7 (1.94%). Of these 120 DEGs, 82 DEGs were positively correlated and 38 DEGs were negatively correlated, including rhamnosyltransferase and heavy-metal-associated isolated plant protein.

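Of the 10 fruit unigenes of Table 4, 4 passed the filter on low counts, and all 4 were lower in Cd fruits. By the adjusted p over all unigenes tested in fruit, 0 of these 4 were DEGs with the quasi-likelihood test (4 with the unadjusted p) and 1 with edgeR's exact test. Adjusted over the list alone it was 4, which is not independent evidence, since the list was drawn up on these plants. The late embryogenesis abundant protein DN41309_c0_g1, the most abundant of them, fell from 424.0 ± 87.2 to 195.8 ± 57.7 CPM (log2FC −1.11, SE 0.26). The rhamnosyltransferase GT4 (DN41010_c1_g1) had 2 counts in the 3 Cd fruits and 575 in the 3 CK fruits, a ratio of 316 in favour of CK (95% counting interval 87.1 to 2617), and in CK its values were 26.0, 6.41 and 0 CPM. The heavy-metal-associated isoprenylated plant protein HIPP07 (DN22677_c0_g1) was at 0.0905 ± 0.0816 CPM in Cd and 1.31 ± 1.06 CPM in CK fruits, and did not pass the filter. DN41612_c1_g1, the unigene listed with Cd, had 3 counts in the Cd fruits and 82 in the CK fruits, a ratio of 30.1 in favour of CK (9.93 to 148.8).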

**Table 4:** Correlation analysis of heavy metal content and DEGs in different tissues

Tissue	Gene_ID	Related heavy metals	Length (bp)	Annotation	Species
Root	DN28710_c0_g3 +	Cd	700	Thioredoxin-like	*Actinidia chinensis*
	DN29606_c1_g1 +	Cd	902	LOW-QUALITY PROTEIN: probable LRR receptor-like serine/threonine-protein kinase At1g56130	*Herrania umbratica*
	DN31138_c0_g2-	Zn	2017	Butyrate–CoA ligase AAE11, peroxisomal-like	*Actinidia chinensis*
	DN24062_c1_g1-	Cd	1271	PREDICTED: receptor-like protein 12 isoform X2	*Juglans regia*
	DN23316_c1_g6-	Cd	828	F-box/kelch protein	*Camellia sinensis*
	DN44639_c0_g3 +	Cd	1244	Separase	*Actinidia chinensis*
	DN31795_c0_g1 +	Fe	651	Hypothetical protein TanjilG_03599	*Lupinus angustifolius*
	DN41780_c0_g1-	Cd	2666	Zinc finger protein-like	*Actinidia chinensis*
	DN38676_c0_g5-	Cd	1462	Transcription factor MYB26	*Vaccinium corymbosum*
	DN43227_c2_g4-	Cd	1237	LOB domain-containing protein	*Actinidia chinensis*
Stem	DN31674_c0_g1 +	Cd	2880	Glutaredoxin-like	*Actinidia chinensis*
	DN33390_c0_g2 +	Cd	1474	Reverse transcriptase zinc-binding domain-containing protein	*Artemisia annua*
	DN30630_c0_g3 +	Cd	990	PREDICTED: putative disease resistance RPP13-like protein 1 isoform X1	*Vitis vinifera*
	DN26228_c0_g4 +	Cd	1273	Hypothetical protein Ahy_B03g066511 isoform B	*Arachis hypogaea*
	DN22052_c0_g1-	Cd	652	Calcium/calmodulin-dependent/calcium-dependent protein kinase	*Trema orientale*
	DN45416_c0_g1 +	Cd	2040	L-ascorbate oxidase	*Actinidia chinensis*
	DN29755_c1_g4-	Cd	332	Hypothetical protein MIMGU_mgv1a009490mg	*Erythranthe guttata*
	DN23873_c1_g3-	Cd	1168	PREDICTED: NAC domain-containing protein 30 isoform X1	*Theobroma cacao*
	DN44665_c1_g1 +	Cd	4363	Galacturonosyltransferase	*Actinidia chinensis*
	DN36060_c0_g2-	Cd	1912	Non-characterized protein LOC107434963	*Ziziphus jujuba*
Leaf	DN41610_c1_g2 +	Cd	2467	UDP-glucose: flavonoid 3-O-glucosyltransferase	*Vaccinium corymbosum*
	DN33777_c2_g4 +	Cu	2497	RNA polymerase beta subunit	*Vaccinium macrocarpon*
	DN29488_c0_g1 +	Cu	2037	ABC transporter G family member 5-like	*Actinidia chinensis*
	DN35515_c0_g2 +	Cd	781	Phosphoenolpyruvate carboxylase	*Actinidia chinensis*
	DN23563_c0_g1 +	Cd	563	Glucan endo-1,3-beta-glucosidase	*Actinidia chinensis*
	DN25577_c0_g2 +	Cu	575	Low-temperature-induced protein	*Actinidia chinensis*
	DN23052_c0_g1 +	Cd	1302	Lon protease	*Actinidia chinensis*
	DN35869_c0_g2-	Cu	1327	Peroxidase	*Actinidia chinensis*
	DN24887_c0_g6-	Cu	1302	F-box/kelch-repeat protein	*Actinidia chinensis*
	DN41993_c0_g1-	Cu	1511	Glucan endo-1,3-beta-glucosidase	*Actinidia chinensis*
Fruit	DN41010_c1_g1 +	Zn	1855	UDP-rhamnose:rhamnosyltransferase	*Actinidia chinensis*
	DN43002_c0_g4 +	Mn	928	OleI	*Camellia oleifera*
	DN24275_c0_g4 +	Zn	539	Fatty acid desaturase	*Parasponia andersonii*
	DN43823_c0_g1 +	Mn	3530	Receptor-like protein kinase	*Actinidia chinensis*
	DN41309_c0_g1 +	Cu	1318	Late embryogenesis abundant protein D-34-like	*Cucurbita moschata*
	DN22211_c0_g1 +	Zn	971	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase	*Actinidia chinensis*
	DN41612_c1_g1-	Cd	2680	Protein DMP2-like	*Olea europaea*
	DN21404_c0_g1 +	Cu	1731	Predicted protein	*Hordeum vulgare*
	DN22677_c0_g1 +	Cu	1296	Heavy-metal-associated isoprenylated plant protein, partial	*Actinidia chinensis*
	DN21179_c0_g1 +	Mn	337	Ent-copalyl diphosphate synthase	*Actinidia chinensis*

+ is positive correlation,-is negative correlation, the same below

### Fungal diversity in the rhizosphere

#### Quality analysis of sequencing data

A total of 76 848 original data were obtained in the treatment group (M-Cd) and 78 259 original data were obtained in the control group (M-CK). After quality filtering, noise reduction, splicing and removal of chimeras, 64 661 sequences were obtained in M-Cd and 67 148 sequences were obtained in M-CK, accounting for 84.28 and 86.03% of the original sequences, respectively. For M-Cd and M-CK, 93.66 and 94.82% of the sequences, respectively, were 245–259 bp in length see Table 5 for detailed data.

**Table 5:** Sequencing results for rhizosphere fungi

Sample	Input	Filtered	Percentage of input that passed filter	Denoised	Merged	Percentage of input merged	Non-chimeric	Percentage of input non-chimeric	Length (245–259 bp)
M-Cd	76,848	65,999	86.05%	65,699	64,984	84.71%	64,661	84.28%	93.66%
M-CK	78,259	70,496	90.18%	70,198	69,345	88.71%	67,148	86.03%	94.82%

#### Taxonomic statistical analysis

According to the taxonomic statistics, M-Cd includes the annotated fungi, which are divided into 6 phyla, 15 classes, 31 orders, 55 families and 69 genera, with a total of 190 species. M-CK included 141 species of fungi, which were classified into 8 phyla, 14 classes, 34 orders, 44 families and 57 genera. M-Cd was stronger than M-CK with regard to family, genus and species classification, but weaker than M-CK with regard to phylum and order. The labeled M-Cd and M-CK samples included 67 common species at the level of species classification.

#### Relative species richness

In order to simplify the presentation of the results, only the top 10 species of abundance level are shown, and the other species are combined into other, unclassified and unallocated species to represent the species that have not been annotated at this taxonomic level (Fig. 6) [40]. According to the classification method of Zhu et al., dominant microflora was defined as a relative abundance higher than 10%, and rare microflora was defined as a relative abundance of less than 0.01%. In order to better screen the differences in species between the two groups, *P* < 0.05 was used as the screening threshold of significant difference. At the phylum level, Ascomycota was the dominant microflora of M-Cd and M-CK, with richness index values of 0.9080 and 0.8039, respectively. Basidiomycota was also the dominant microflora of M-CK (Fig. 6a). At the class level, the dominant microflora of M-Cd and M-CK was Eurotiomycetes, the dominant microflora of M-Cd was Sordariomycetes, and the dominant microflora of M-CK included Leotiomycetes, Agaricomycetes and Archaeorhizomycetes. At the phylum level, although Tremellomycetes was not the dominant microflora of M-Cd and M-CK, the richness index of M-Cd was significantly different from that of M-CK (Fig. 6). At the order level, the dominant microflora of M-Cd consisted of Eurotiales and Coniochaetales, whereas the dominant microflora of M-CK included Eurotiales, Helotiales, Archaeorhizomycetes and Sebacinales, and the Archaeorhizomycetes richness index of M-CK was significantly higher than that of M-Cd (Fig. 6c). At the family level, the dominant microflora of M-Cd and M-CK was Aspergillaceae, and the dominant microflora of M-Cd was Coniochaetaceae (Fig. 6D). At the genus level, the dominant M-CK microflora only included *Hamigera*, but the dominant M-Cd microflora included *Hamigera*, *Coniochaeta* and *Penicillium* (Fig. 6e). At the species level, *Coniochaeta fodinicola* was the only dominant member of the microflora in M-Cd, but the richness index of *Talaromyces helicus* in M-Cd was significantly different from that in M-CK, and the richness index of *Penicillium nepalense* in M-Cd was significantly different from that in M-CK (Fig. 6F). It should be noted that there were significant differences in the richness of some species in M-Cd and M-CK at each taxonomic level, but they have not been included in Fig. 6 due to the low richness level.

**Fig. 6:**
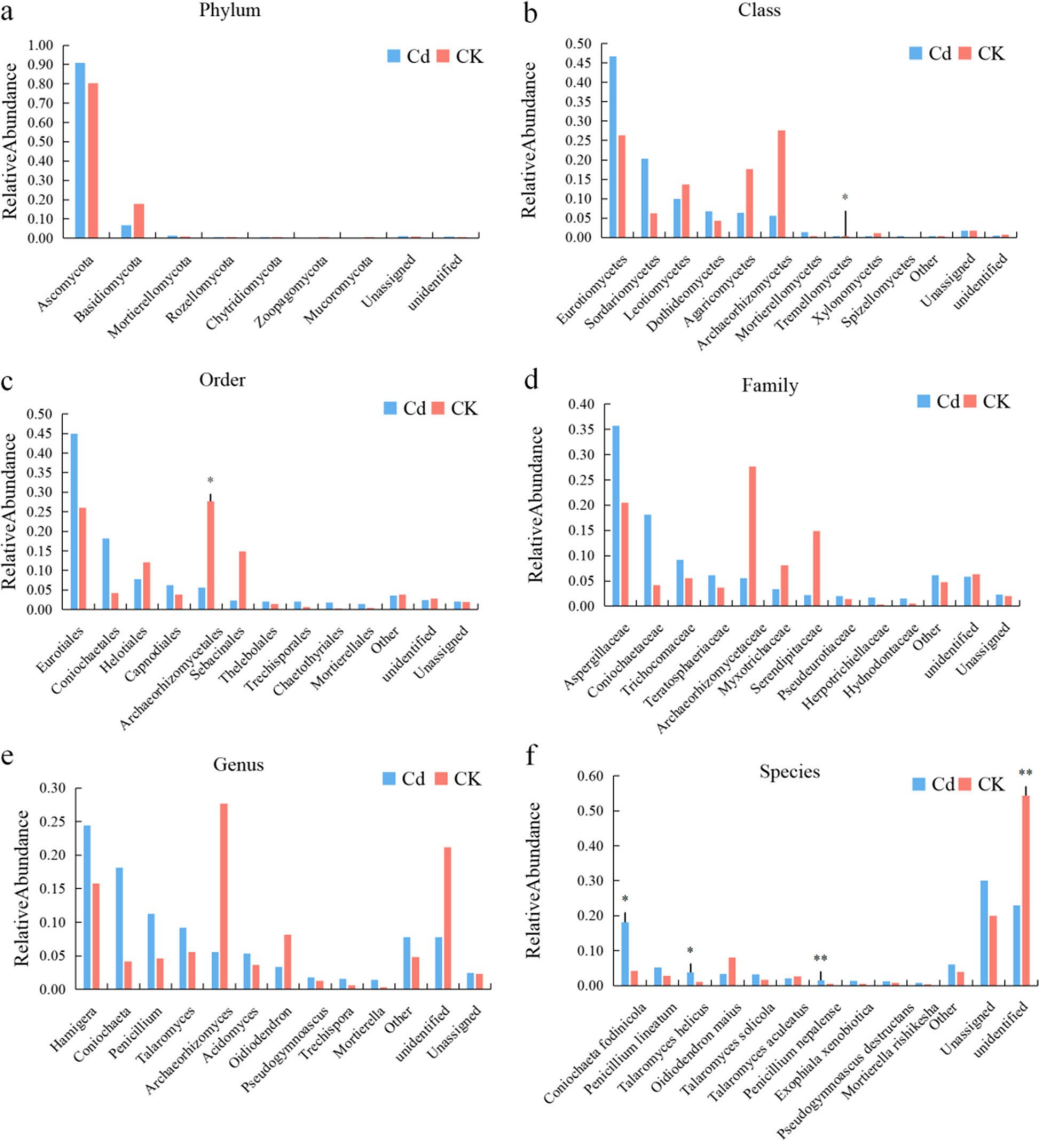
Relative abundance of blueberry rhizosphere fungi according to their natural classification system. * *P* < 0.05, * * *P* < 0.01

#### Soil microbial diversity in the root zone

The alpha diversity indices at 97% similarity for M-Cd and M-CK are shown in Table 6. The Chao1 and ACE indices are used to measure species abundance (i.e. the number of species), and the Shannon and Simpson indices are used to measure species diversity [41]. It can be seen that the differences in the Chao1, ACE, Shannon and Simpson indices between M-Cd and M-CK are not significant, which indicates that there are no clear differences in soil microbial diversity between M-Cd and M-CK.

**Table 6:** Alpha diversity indices at 97% similarity for soil microbial diversity

Samples	Observed	Chao1	ACE	Shannon	Simpson	Coverage
M-Cd	171.33	171.33	171.41	3.13	0.12	1.00
M-CK	150.67	150.73	151.01	2.87	0.14	1.00
*P*-value	0.38	0.40	0.40	0.40	1.00	0.35

#### Correlation analysis between rhizosphere soil microbial richness and soil Cd levels

The results of the correlation analysis between soil Cd content and species richness are presented in Table 7; values of *R* ≥ 0.8 and *P* ≤ 0.05 were selected as the screening conditions. Two classes (Tremellomycetes and Chytridiomycetes), six orders (e.g. Filobasidiales), seven families (e.g. Conioscyphaceae), 12 genera (e.g. *Trichocladium*) and 6 species (e.g. *Trichocladium opacum*) were positively correlated with soil Cd level.

**Table 7:** Correlation between rhizosphere soil microbial classification and soil Cd levels

Class	Order	Family	Genus	Species
Tremellomycetes +	Filobasidiales +	Conioscyphaceae +	*Trichocladium*-	*Trichocladium opacum*–
Chytridiomycetes +	Conioscyphales +	Chytridiaceae +	*Conioscypha* +	*Coniochaeta fodinicola* +
	Chytridiales +	Rutstroemiaceae +	*Lambertella* +	*Lambertella tubulosa* +
	Eurotiales +	Vibrisseaceae +	*Cephalotheca* +	*Spirosphaera caricigraminis* +
	Archaeorhizomycetales-	Cephalothecaceae +	*Naganishia* +	*Cephalotheca sulfurea* +
	Chaetothyriales +	Filobasidiaceae +	*Chaetomium* +	*Talaromyces helicus* +
		Archaeorhizomycetaceae-	*Setophaeosphaeria*-	Unidentified–
			*Mrakia* +	
			*Ilyonectria* +	
			*Paecilomyces* +	
			*Archaeorhizomyces*-	
			*Talaromyces* +	

## Discussion

### Overall transcription of blueberry under Cd stress

Some studies have suggested that blueberry, a plant that grows in acid soil, is the dominant species in acid soil that is contaminated with heavy metals, but there has been little research on the mechanism of heavy metal tolerance in this species at the molecular level. The present study has utilized high-throughput sequencing technology, which can provide information about the response of plants to heavy metal stress. A total of 84 374 annotated genes, which included 3370 DEGs, were obtained from the root, stem, leaf and fruit tissue of blueberry plants that had been subjected to Cd stress. The DEGs were mainly involved in plant hormone signal transduction, ABC transport, the MAPK signal transduction pathway, starch and sucrose metabolism, riboflavin metabolism, porphyrin and chlorophyll metabolism, mismatch repair, photosynthesis, flavonoid biosynthesis and sphingolipid metabolism. The metabolic pathways of DEG enrichment also differed according to the specific tissue in which they were evaluated. For example, the DEGs in root tissue were mainly involved in glycosaminoglycan degradation, glycosphingolipid biosynthesis, sphingolipid metabolism, amino sugar and nucleotide sugar metabolism, and other degradation pathways related to cell wall synthesis and breakdown. The DEGs in stem tissue were associated with various defense responses (such as responses to water deficit, hydrogen peroxide and salt stress) and in signal transduction (such as the MAPK signal transduction pathway, plant hormone signal transduction and ABC transport). The DEGs in leaf tissue were mainly involved in photosynthesis, diterpenoid biosynthesis, circadian rhythms, oxidative phosphorylation, RNA polymerase activity, plant hormone signal transduction and flavonoid biosynthesis. The DEGs in fruit tissue were mainly associated with diterpenoid biosynthesis, oxidative phosphorylation, galactose metabolism, starch and sucrose metabolism, phenylpropanoid biosynthesis and carotenoid biosynthesis. A study of cadmium stress in cotton (*Gossypium hirsutum*) found that most DEGs were associated with catalytic activity and metal ion binding. Cotton responded to cadmium stress by increasing cell wall thickness, antioxidant activity and detoxification. It has been reported that the genes involved in preventing transport of Cd to rice grains include *OsIRT1*, *OsNramp*5, *OsVIT2*, *OsNRT1.5a* and *OsABCC1* [42]. Transcriptome analysis of the leaves and roots of *Broussonetia papyrifera* showed that Cd stress affected 47 KEGG pathways, mainly involving *bHLH*, *MYB* and other important transcription factors, plant–pathogen interactions, phenylpropanoid biosynthesis, plant hormone signal transduction, and other protein synthesis and metabolism processes [43]. In response to Cd stress, the main metabolic response of willow twig (*Panicum virgatum*) involves activation of redox-related metabolism, and 21 different shock transcription factors (HSFs) and 22 heat shock proteins (HSPs) are differentially expressed [44].These results are similar to the findings of the present study.

Most of the previous studies on the interaction between plants and heavy metals were conducted on the roots and leaves of herbaceous plants, and confirmed that the root system was the first organ to exhibit the effects of heavy metal toxicity, due to its direct exposure to heavy metals in the soil [22]. Interestingly, however, the results of the present study showed that in blueberry the DEGs were mainly concentrated in the stem, and the number of DEGs was lowest in root tissue (even lower than the number in leaf and fruit tissue). 

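Whether the response to Cd differed between tissues was tested with an interaction term in a quasi-likelihood fit over all 24 libraries and 50865 unigenes, with an adjusted p under 0.05 and a difference in log2FC beyond 1. The response of stem differed from that of root in 14 unigenes, 11 of them with the higher log2FC in stem and 3 with the lower (3519 by the unadjusted p). It differed from that of leaf in 37 unigenes, 13 higher and 24 lower in stem (2915 by the unadjusted p), and from that of fruit in 101, 59 higher and 42 lower in stem (3537 by the unadjusted p). DESeq2, the alternative that moved these counts most among those with all 24 libraries, gave 335, 405 and 614. Single libraries decided these counts. The count for root was 259 without root Cd replicate 2 and 2 without stem CK replicate 2, stem CK replicate 3, stem Cd replicate 2 or fruit CK replicate 2. The count for leaf was 0 without any of stem CK replicates 2 and 3, stem Cd replicate 2, leaf CK replicates 1 to 3 and leaf Cd replicate 1 (at least 2378 by the unadjusted p), and that for fruit went down to 25, without fruit CK replicate 2. Fruits were harvested on an earlier date than the other tissues.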

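The number of DEGs in stem was 3.24 times that in root, at 3736 against 1153, and the alternative that moved this ratio most was a single fit over all 24 libraries, at 1.49. With the adjusted p, the ratio of the quasi-likelihood counts is undefined, since root had 0 DEGs (1153 by the unadjusted p), and it was 25.9 by edgeR's exact test and 17.7 by DESeq2. Without root CK replicate 3 or root Cd replicate 2 the ratio at the unadjusted p was 1.92. The coefficient of variation between replicates that edgeR estimated for a tissue as a whole was 0.396 in root, 0.299 in stem, 0.243 in leaf and 0.274 in fruit. The median size of the log2FC, without its sign, was 0.26 in root, 0.28 in stem, 0.19 in leaf and 0.20 in fruit, and 7.14%, 11.6%, 3.87% and 4.35% of tested unigenes had a log2FC beyond 1.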

There were 13.7-fold more DEGs in stem tissue than in root tissue. The DEGs were involved in different metabolic pathways in each of these tissues, which indicated that there were also differences in the physiological responses of each type of tissue to Cd stress.

### Accumulation of and competition between heavy metals

Almost all plants accumulate essential heavy metals such as Fe, Mn, Cu and Zn in the body, and these heavy metals are also very important for the growth and development of plants. The absorption and accumulation of heavy metals by plants are dependent not only on the physical and chemical properties of the external environment, but also on the characteristics of the plant [45]. It has been shown that the levels of seven heavy metals in wheat grains are higher than those in maize grains. Moreover, as the heavy metal content of the soil increases, the biological concentration coefficient (BFC) of heavy metals in wheat and maize grains decreases exponentially [46]. When eggplant (*Solanum melongena*) was planted in polluted sludge, the heavy metal content of the roots was reported to be much higher than that of the buds and fruits, and the plant could more readily absorb Cd than either Pb or Ni from the soil [47]. These studies show that the type and content of heavy metals in different tissues vary due to differences in the transfer and fixation of heavy metals by plants.

In the study of heavy metal stress on blueberry, most of them are around the leaves and fruits [15, 48]. In a previous study, seedlings of the blueberry variety ‘Bluecrop’ accumulated Cd in the roots, but the Cd content of the stems was also very high, and the difference in Cd levels between the two tissues was not statistically significant [21]. In the present study, Cd was mainly accumulated in the stem, which was consistent with the finding of the highest number of DEGs in stem tissue, and also demonstrated the reliability of the sequencing results. The discrepancy in the results of the two studies may be due to the fact that the late-ripening blueberry variety ‘Bluegold’ was used in the present study, in order to prolong the stress treatment period, and different blueberry varieties accumulate Cd in different tissues. It can be confirmed that blueberry mainly accumulates Cd in the roots and stems, and the lowest level of accumulation is in the fruits, where the Cd concentration is much lower than that in the soil, roots, stems and leaves. The same research also showed that in *Vitis vinifera* the Cd content of the fruits of plants grown in polluted soil was lower than that of any other tissues [49]. However, the differences in heavy metal accumulation among different blueberry varieties need to be clarified in future research studies.

It has been widely reported that Cd^2+^ interacts with other metal cations in plants and soils [50]. In the present study we found that the Mn, Fe, Cu and Zn content of blueberry tissues was affected by Cd, and the diffusion of metal cations in soil was also affected by Cd^2+^. Mn was mainly absorbed by plants via active transport through the roots, and had an antagonistic effect on Cd accumulation [51]. External application of Mn could alleviate the toxicity of Cd to some extent [52], but the Mn content of blueberry roots was not affected by Cd, although the latter significantly reduced the transfer of Mn to stems, leaves and fruits. The passive diffusion of DGT showed that the Mn content increased with increasing Cd content, which indicated that although Cd had no effect on the Mn content of blueberry roots, the process of active absorption of Mn by roots may be affected.

Fe is an important element in chlorophyll synthesis, and an increase in Cd levels in leaves will lead to iron deficiency and chlorosis. An increase in Fe will inhibit the absorption of Cd [53], and sulfate (SO_4_^2–^) can promote the absorption of Fe by increasing competition [54]. However, in the present study, the increase in soil Cd concentration dramatically reduced the Fe content of blueberry roots, and to a lesser extent reduced that of leaves and fruits, but did not affect the Fe content of stems. The decrease in Fe content was due to the fact that Cd not only occupied the cation transport channel [55], but also inhibited the passive diffusion of Fe from the soil to the root tissue.

Cu has a role in the multi-channel oxidation process in plants, but there have been few studies on the interaction between Cu and Cd. It has been reported that the addition of excessive amounts of Cd to the culture medium can reduce the Cu and Ca content of the xylem in *Picea abies* [56]. Similar results have been obtained in studies of some grains and beans [57]. In the present study, too, severe Cd stress significantly reduced the Cu content of blueberry roots, stems and leaves, and even significantly decreased the passive absorption of Cu in soil.

Zn^2+^ in soil has been proved to be a competing ion for Cd^2+^ [58]. Zn has been reported to inhibit Cd accumulation in all organs of tomato (*Lycopersicon esculentum*) [59], but to significantly enhance Cd accumulation in petioles and reduce accumulation in the roots of *Potentilla griffithii* [60]. The Zn content of blueberry was strongly affected by plant exposure to Cd. Specifically, the Zn content of roots and leaves was significantly inhibited, but Zn accumulation in stems was significantly promoted, and the passive absorption of Zn in soil was also increased as Mn.

It is clear that treatment with Cd affected the Mn, Fe, Cu and Zn content of blueberry tissues, which is consistent with the findings of previous studies [24]. In blueberry under Cd stress, the Cd content of all tissues increased, although the magnitude of the increase varied widely. The Cd content was highest in stem tissue, followed by root and stem tissues (which had an almost identical Cd content), and was lowest in fruit tissue. As the Cd content of soil can be as high as 400 mg/kg, but the amount of Cd transferred from blueberry to fruit is very small (1 mg/kg), it is difficult to reach such a high level of Cd pollution in the soil in the external pollution area, so under the general pollution level, the content of Cd in fruit may be lower.

### Effects of heavy metals on rhizosphere microorganisms

Soil microorganisms are an important component of the soil ecosystem, especially for plants such as blueberry, which has roots with a low absorption capacity and uses fungal mycorrhiza to improve nutrient uptake and support growth. The interaction between soil microorganisms and soil environmental factors is extremely complex. In heavy-metal-contaminated soil, some microorganisms can modify, degrade or precipitate heavy metal compounds, while soil environmental factors can screen microbial communities [61]. In the present study, although the application of Cd did not have a significant impact on the biodiversity of soil fungi, it did significantly affect the dominant species of soil fungi. In fact, Cd is the preferred method of screening for soil fungi. At the phylum level, the two samples were mainly concentrated in the Ascomycota and Basidiomycota, while at the class level, growth of Agaricomycetes and Archaeorhizomycetes was inhibited by Cd, but growth of Eurotiomycetes and Sordariomycetes was promoted. At the order and family level, growth of both the Archaeorhizomycetales (of the Archaeorhizomycetes) and the Sebacinales (of the Agaricomycetes) was inhibited by Cd. The latter two orders and families have been demonstrated to be the dominant species in the mycorrhizal fungal community associated with blueberry [61], and fungi belonging to the order Sebacinales have the ability to replace ericoid mycorrhizae (ERM) associated with blueberry [29, 62]. In contrast, Cd stress promoted growth of fungi belonging to the Aspergillaceae and Trichocomaceae (of the Eurotiales) and the Coniochaetaceae (of the Coniochaetales). Some fungi belonging to these three families are highly tolerant of extreme environmental conditions, such as high temperature, high salt levels and high concentrations of heavy metals. For example, it has been reported that the dominant fungi in contaminated soil collected from an open pit mining area in Iglesiente (Sardinia, Italy) belong to the Trichocomaceae [63], while members of the Coniochaetaceae are heterotrophic ascomycetes that are widely distributed in terrestrial ecosystem, but are most numerous in extreme habitats [64]. Many species of the Coniochaetaceae are root endophytic fungi [65], but further studies are needed to determine whether they can be inoculated into blueberry roots to form endophytic fungi. At the taxonomic level of genus and species, some species with a high degree of adaptability to extreme environments have been preserved, such as *Coniochaeta fodinicola* and *Talaromyces helicus*, which are considered to be the dominant fungi in acid, industrial- and mining-contaminated soils, and are used to remove soil pollutants [66–68].

### Mechanism of Cd regulation in blueberry

After Cd entered the blueberry planting soil, it reflected the changes of the external environment of the root system. These changes altered the composition of the soil fungal community. The growth of several of the main mycorrhizal fungi of blueberry was inhibited, and some fungi that are resistant to extreme environmental conditions exhibited vigorous growth. At the same time, Cd altered the status of heavy metal absorption by the root system, which stimulated a series of reactions within the blueberry plant (Fig. 7).

**Fig. 7:**
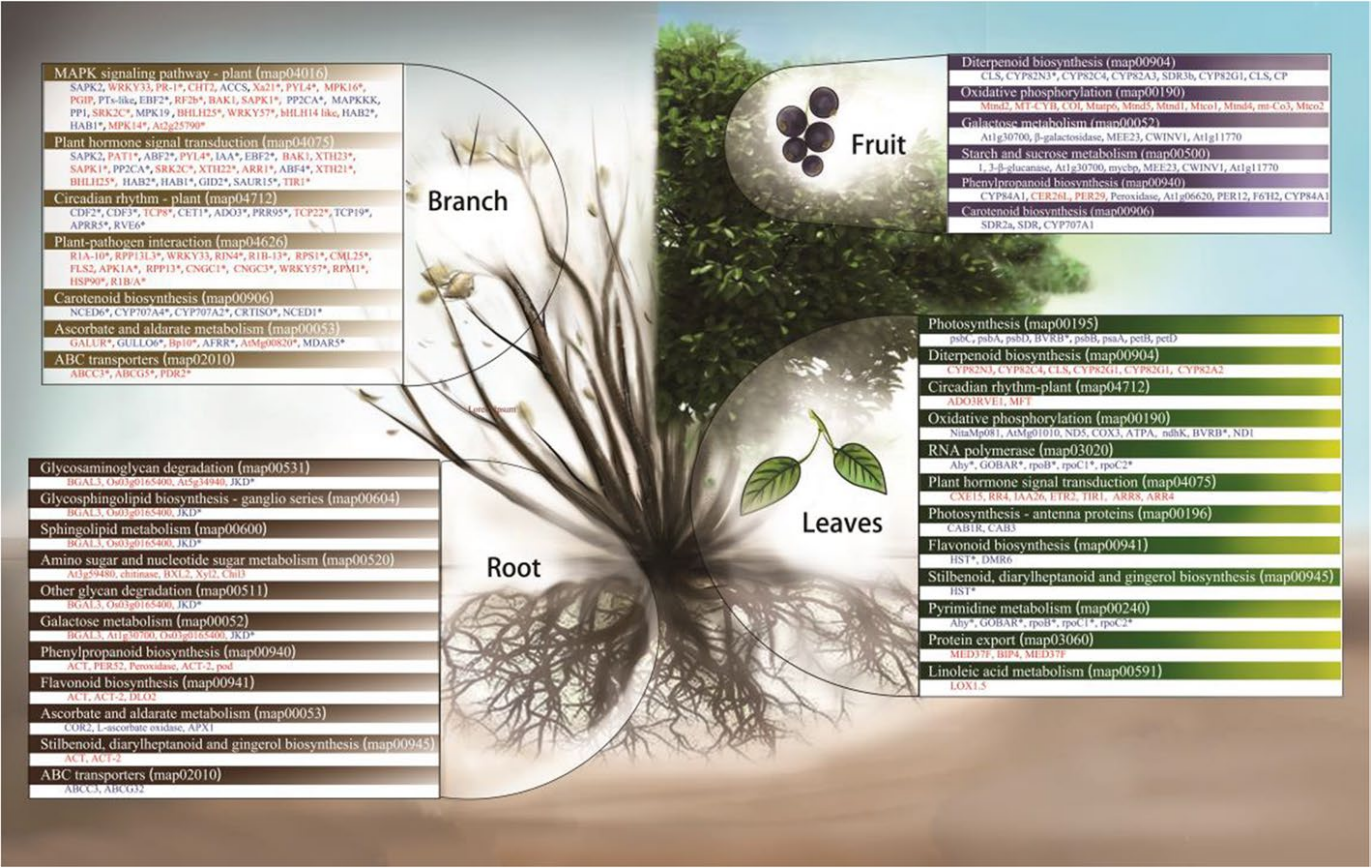
Differentially Expressed Genes in Differential Metabolic Pathways in Various Tissues of Blueberry. The red font is the up-regulated expression gene, and the blue font is the down-regulated expression gene. *It means that the difference is above the extremely significant level

First, Cd was absorbed along with other metal cations by the roots. When it had penetrated the root tissue by strong passive diffusion, reactions were induced in the root cell wall and cell membrane, such as sphingolipid metabolism (map00600), amino sugar and nucleoside sugar metabolism (map00520), other glycan degradation (map00511), and galactose metabolism (map00052). It was found that bgal3, os03g0165400, at5g34940, at3g59480, chitinase, bxl2, xyl2 and chil3 were up-regulated, but only JKD was down-regulated. All of these results indicated that the cell wall and cell membrane of blueberry root are important sites for Cd signal sensing, which is consistent with previous findings in studies on wheat(*Triticum aestivum*) [69]. 

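Of the 21 symbols that Fig. 7 shows for root, 17 had at least 1 tested unigene and 15 had a DEG in root, which went only in the direction shown in Fig. 7 for 12, only in the other for 2 and both ways for 1. The unigene of BGAL3 with the smallest p (DN24145_c0_g5) rose from 0.370 ± 0.202 to 5.96 ± 4.56 CPM in Cd roots (log2FC 3.96, SE 0.69), and another (DN44592_c1_g1) had a log2FC of 1.92 (SE 0.80). The fructokinase At3g59480 (DN26548_c0_g4) rose from 2.28 ± 1.16 to 11.6 ± 5.07 CPM (log2FC 2.34, SE 0.49), and BXL2 (DN35889_c0_g1) and Xyl2 (DN43891_c0_g2) had log2FC values of 3.54 (SE 1.04) and 1.74 (SE 0.43). The adjusted p of these root unigenes was between 0.837 and 0.922. At5g34940 had 2 tested unigenes and 0 DEGs by the unadjusted p of the quasi-likelihood test, Chil3 had 1 unigene, below the filter on low counts, and the name chitinase is not used as a symbol in the deposited table. JKD (DN41780_c0_g1), the zinc finger protein JACKDAW, fell from 6.69 ± 0.631 to 1.49 ± 0.701 CPM (log2FC −2.15, SE 0.42, adjusted p = 0.837).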

The upward transport of Cd in blueberry resulted in its gradual accumulation in root and stem tissue. The stem tissue showed the strongest response to Cd, most markedly with the expression of *PR-1*, *Xa21*, *PYl4* and *MPK16* in the MAPK signaling pathway (map04016) and *ABF2*, *PYl4*, *IAA*, *EBF2*, *XTH23* and *SAPK1* in the hormone signaling pathway (map04075). 

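Of the 78 symbols that Fig. 7 shows for stem, 68 had a tested unigene and 63 had a DEG in stem, which went only in the direction shown in Fig. 7 for 58, only in the other for 1 and both ways for 4. Both MPK16 unigenes with a DEG rose in Cd stems, DN28233_c0_g1 from 72.9 ± 36.0 to 259.0 ± 93.3 CPM (log2FC 1.83, SE 0.46, adjusted p = 0.0975) and DN30776_c0_g6 from 13.6 ± 8.57 to 83.7 ± 31.6 CPM (log2FC 2.62, SE 0.57, adjusted p = 0.0722). PYL4 (DN27042_c1_g4), an abscisic acid receptor, rose from 6.96 ± 3.43 to 30.2 ± 16.8 CPM (log2FC 2.12, SE 0.54, adjusted p = 0.102). For Xa21, 5 of 20 tested unigenes were DEGs, all higher in Cd stems, with log2FC values from 1.08 to 1.74. PR-1 had 1 tested unigene, which was not a DEG by either p. The symbol IAA on its own is not in the deposited table. EBF2 (DN31528_c0_g3) fell from 178.9 ± 35.4 to 68.6 ± 7.16 CPM (log2FC −1.38, SE 0.19, adjusted p = 0.0325). The 3 DEGs of ABF2 fell, by log2FC values of −3.36 (SE 0.75), −3.24 (SE 0.76) and −1.27 (SE 0.28), and in the most abundant of them (DN45357_c0_g1) expression was 494.0 ± 169.0 CPM in CK and 52.1 ± 51.4 CPM in Cd stems. The 4 tested unigenes of XTH23 were all DEGs and all higher in Cd stems, with log2FC values from 1.02 to 2.07.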

At all levels of phosphorylation in the MAPK pathway the changes in MAPKK and MAPKKK led to the up-regulation of WRKY33 expression, which promotes an increase in *PAD3*, as has also been reported in *Arabidopsis thaliana* [70]. In addition, the response of blueberry to Cd stress is similar to its response to salt stress and drought stress. 

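Of the 3 tested unigenes of WRKY33 in stem, 2 were DEGs. DN29017_c0_g1 rose from 12.0 ± 9.52 to 39.8 ± 5.58 CPM (log2FC 1.74, SE 0.56, adjusted p = 0.171) and DN40748_c2_g2 from 13.9 ± 6.69 to 36.2 ± 3.62 CPM (log2FC 1.38, SE 0.33, adjusted p = 0.0850). MPK14 (DN42816_c0_g6) rose from 12.3 ± 8.06 to 75.5 ± 28.8 CPM (log2FC 2.63, SE 0.60, adjusted p = 0.0796), while MPK19 (DN37505_c0_g2) fell from 25.9 ± 3.11 to 4.89 ± 4.58 CPM (log2FC −2.41, SE 0.63, adjusted p = 0.106). WRKY57 (DN39742_c0_g2) rose from 5.47 ± 0.805 to 13.4 ± 3.28 CPM (log2FC 1.30, SE 0.23, adjusted p = 0.0481). No unigene of the deposited table carries the symbol PAD3.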

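Among the serine/threonine protein kinases of the abscisic acid pathway, SAPK1 (DN32657_c0_g1) rose from 44.6 ± 21.6 to 133.6 ± 15.7 CPM in Cd stems (log2FC 1.58, SE 0.34, adjusted p = 0.0733), and SRK2C (DN35749_c1_g2) rose from 1.07 ± 0.611 to 4.95 ± 0.807 CPM (log2FC 2.23, SE 0.45, adjusted p = 0.0638). The DEGs matched to SAPK2 went both ways, DN44245_c0_g6 rising from 19.3 ± 7.32 to 61.1 ± 4.89 CPM (log2FC 1.67, SE 0.27, adjusted p = 0.0424) and DN22090_c0_g1 falling from 8.54 ± 1.18 to 3.32 ± 0.742 CPM (log2FC −1.36, SE 0.23, adjusted p = 0.0452). The protein phosphatases 2C of the pathway were lower in Cd stems. Besides the PP2CA unigene of Table 1, PP2CA had 4 DEGs with log2FC values from −3.27 (DN34143_c0_g1, SE 0.63) to −1.94 (DN34143_c0_g2, SE 0.43), of which DN36954_c0_g3 (log2FC −2.17, SE 0.28, adjusted p = 0.0283) and DN36954_c0_g1 (adjusted p = 0.0275) were DEGs by the adjusted p. HAB2 (DN39828_c0_g1) fell from 244.9 ± 15.1 to 100.5 ± 41.3 CPM (log2FC −1.28, SE 0.29), and the DEGs of HAB1 had log2FC values of −1.32 (SE 0.27) and −1.17 (SE 0.33). The 8′-hydroxylase of abscisic acid CYP707A2 fell in both its DEGs, DN36213_c0_g1 from 216.4 ± 21.3 to 20.7 ± 6.88 CPM (log2FC −3.38, SE 0.28, adjusted p = 0.0232) and DN36213_c0_g4 from 16.7 ± 5.98 to 1.06 ± 0.327 CPM (log2FC −3.97, SE 0.37, adjusted p = 0.0232).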

In the hormone signal transduction pathway, the up-regulated expression of abscisic acid receptor (PYL) leads to the up-regulated expression of serine/threonine protein kinase in response to Cd stress. 

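In stem the 814 tested unigenes of plant–pathogen interaction had a median log2FC of 0.33, and 74.2% of them had a log2FC above 0. As a set they were higher in Cd stems with camera (adjusted p = 2.72e-07), while the fry adjusted p was 0.0627. By the adjusted p of the single unigenes, 12 were DEGs, all of them higher in Cd stems. The DEG matched to RPP13L3 with the smallest p (DN23928_c0_g1) rose from 10.4 ± 0.364 to 32.4 ± 5.03 CPM (log2FC 1.63, SE 0.15, adjusted p = 0.0232). BAK1 had 3 DEGs, all higher in Cd stems, of which DN23164_c0_g1 rose from 9.43 ± 0.453 to 20.7 ± 3.76 CPM (log2FC 1.13, SE 0.17, adjusted p = 0.0385). Both DEGs of RIN4 and the 6 DEGs of RPP13 were higher in Cd stems, with log2FC values from 1.59 to 2.42 for RIN4 and from 1.01 to 2.15 for RPP13. FLS2 had 3 tested unigenes and 0 DEGs by the unadjusted p of the quasi-likelihood test.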

The plant response to Cd stress also led to up-regulation of DEGs in the plant–pathogen interaction pathway (map04626). Cyclic nucleotide-gated channels (*CNGCs*) have an important role in control of the plant–pathogen interaction pathway [71]. The up-regulation of cngc1/3 in blueberry results in the expression of calcium-dependent protein kinase (*CDPK*), which affects the up-regulation of calmodulin (CaM/CML), *RPM1*, *RPS2*, *HSP90* and a series of disease-resistance-related genes. These genes jointly cause blueberry allergy. In addition, differential gene expression associated with phenylpropanoid biosynthesis (map00940), flavonoid biosynthesis (map00941), ascorbate and alginate metabolism (map00053) and carotenoid biosynthesis (map00906) also played a role in the Cd defense response of blueberry.

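CNGC1 had 9 tested unigenes in stem, of which 3 were DEGs, all higher in Cd stems. DN37902_c2_g2 rose from 59.7 ± 15.4 to 145.4 ± 31.6 CPM (log2FC 1.28, SE 0.25, adjusted p = 0.0607), and DN41973_c1_g2 from 36.6 ± 17.9 to 123.4 ± 22.0 CPM (log2FC 1.76, SE 0.40, adjusted p = 0.0801). The 1 unigene of CNGC3 (DN38140_c0_g2) rose from 17.3 ± 6.65 to 44.5 ± 6.65 CPM (log2FC 1.36, SE 0.30, adjusted p = 0.0758). CML25 had 2 DEGs that went both ways, DN31993_c0_g2 rising from 27.5 ± 19.3 to 83.1 ± 29.7 CPM and DN38137_c0_g1 falling from 2.55 ± 0.736 to 1.05 ± 0.215 CPM. For RPM1, 1 of 14 tested unigenes was a DEG (DN33025_c1_g3, log2FC 1.27, SE 0.45, adjusted p = 0.209). RPS2 had 6 tested unigenes and HSP90 had 2, with 0 DEGs for each by the unadjusted p of the quasi-likelihood test. The name CDPK is not used as a symbol in the deposited table.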

Several genes for ABC transporters (map02010) were up-regulated in blueberry stem, such as *ABCC3* and *ABCG5* [72]. 

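ABC transporters held 15 DEGs that were higher and 3 that were lower in Cd stems among 164 tested unigenes (1.65 times the share over the background, adjusted p = 0.405). ABCC3 had 7 tested unigenes in stem, of which 4 were DEGs, all higher in Cd stems. DN45232_c3_g1 rose from 77.7 ± 22.3 to 177.9 ± 50.7 CPM (log2FC 1.19, SE 0.28, adjusted p = 0.0822) and DN45232_c1_g1 from 4.43 ± 2.71 to 15.6 ± 4.64 CPM (log2FC 1.82, SE 0.44, adjusted p = 0.0900). The 1 unigene of ABCG5 (DN29488_c0_g1) fell from 19.3 ± 15.9 to 4.14 ± 1.63 CPM (log2FC −2.23, SE 0.60, adjusted p = 0.113). PDR2 had 14 DEGs in stem, all of them higher in Cd stems, with log2FC values from 1.00 to 3.68. The one with the smallest p (DN24132_c0_g3) rose from 3.86 ± 0.782 to 20.2 ± 3.48 CPM (log2FC 2.38, SE 0.22, adjusted p = 0.0232).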

ABCG-type ABC transporters were confirmed to be involved in plant hormone transport. 

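The 87 tested leaf unigenes of map00195 had a median log2FC of −0.19. As a set they were lower in Cd leaves with camera (adjusted p = 9.30e-15), while the fry adjusted p was 0.281 and the unadjusted fry p 0.0959. When each library was left out in turn, the median lay between −0.37, without Cd replicate 1, and −0.097, without Cd replicate 3. The unadjusted fry p then lay between 0.0379, without Cd replicate 1, and 0.246, without CK replicate 3. By lists of gene symbols, 22 of the 87 unigenes were placed in the plastid and 36 in the nucleus, and 29 were not placed. Those not placed include atpA, atpB and atpI, so the 22 may not be all of the plastid-encoded members. The plastid-encoded members had a median log2FC of −0.91, between −1.35 and 0.91, and held 9 of the 10 DEGs. The nuclear-encoded members had a median log2FC of −0.15, between −0.58 and 1.39, and held 0 of the 10 by the unadjusted p of the quasi-likelihood test. With each library left out in turn, the nuclear-encoded median lay between −0.35, without Cd replicate 1, and −0.02, without Cd replicate 3. The plastid-encoded median then lay between −1.03 and −0.74. psbC had 3 DEGs, of which the most abundant (DN26145_c0_g7) fell from 195.4 ± 13.5 to 79.9 ± 26.6 CPM (log2FC −1.29, SE 0.24, adjusted p = 0.270). psbD (DN35947_c1_g5) fell from 238.5 ± 25.0 to 98.6 ± 41.4 CPM (log2FC −1.28, SE 0.30, adjusted p = 0.378). psbB, psaA, petB and petD had log2FC values of −1.19 (SE 0.20), −1.03 (SE 0.21), −1.18 (SE 0.18) and −1.16 (SE 0.18). No unigene carries the symbol BVRB. The 9 DEGs of map00904, all higher in Cd leaves, included the cytochrome P450 unigenes CYP82C4 (DN24775_c0_g5), which rose from 2.39 ± 0.932 to 7.90 ± 2.80 CPM (log2FC 1.75, SE 0.36, adjusted p = 0.304), and CYP82G1 (DN44556_c0_g1), which rose from 2.72 ± 1.24 to 9.86 ± 4.01 CPM (log2FC 1.88, SE 0.39, adjusted p = 0.304). As a set, the 52 unigenes of map00904 had a median log2FC of 0.07, and 53.8% of them had a log2FC above 0. Of the 42 symbols that Fig. 7 shows for leaf, 38 had a DEG in leaf, which went in the direction shown in Fig. 7 for 29 and in the other for 9.

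**Figure D4:**
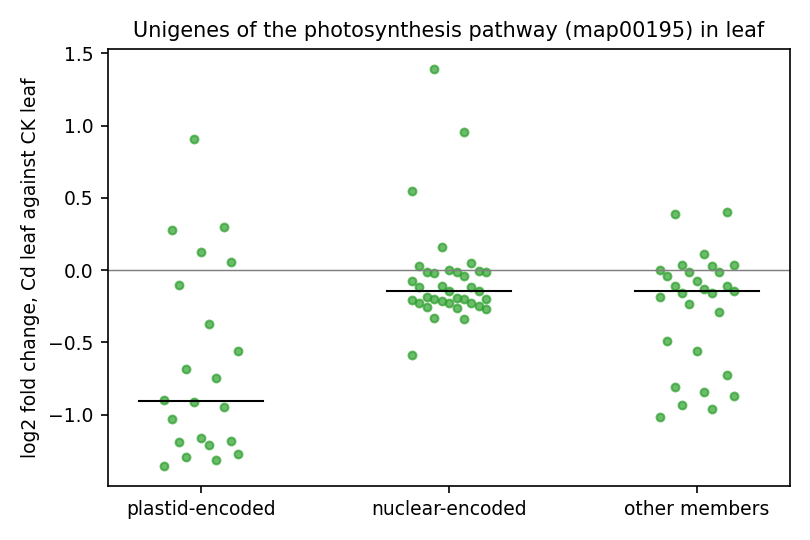
Points give the log2FC of Cd against CK leaves (vertical axis) of each of the 87 tested unigenes of map00195, with a line at the median of each group. The groups follow lists of gene symbols, and the other members are those that the lists did not place. The median is −0.91 for the plastid-encoded, −0.15 for the nuclear-encoded and −0.15 for the other members.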

When Cd was transported to blueberry leaves, the main effect was on the photosynthesis pathway (map00195), in which all DEGs were down-regulated (such as *PSBC*, *PSBA*, *PSBD* and *BVRB*), while all DEGs in the cytochrome P450 (*CYPs*) pathway of diterpenoid biosynthesis (map00904) were up-regulated. This indicated that the transfer of Cd to blueberry leaves had a marked effect on the photoperiod of the leaves, and the *CYPs* of blueberry leaves were involved in the regulation and detoxification of Cd. In the present study, the fruit was shown to be the tissue with the lowest Cd content. 

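In map00190, 11 of the 220 tested fruit unigenes were DEGs, all higher in Cd fruits (2.06 times the share over the background, adjusted p = 0.403), and the set had a median log2FC of 0.10 (camera adjusted p = 0.0217, fry adjusted p = 0.304). With each library left out in turn, the median lay between 0.036, without Cd replicate 3, and 0.13, without Cd replicate 2. The unadjusted fry p was 0.0553, and then lay between 0.00321, without Cd replicate 2, and 0.149, without CK replicate 2. Of these 11 DEGs, 9 had a mammalian protein as their best match in SwissProt and 2 that of another animal. With edgeR's exact test, 3 members were higher by the adjusted p, 1 of them mammal-matched. The 12 tested members with such a match had a median log2FC of 2.56, the 4 others matched to animals brought this to 2.25 over 16, and the 204 members without a match to an animal had a median log2FC of 0.07 and 0 DEGs by the unadjusted p of the quasi-likelihood test. MT-CYB had 2 DEGs, DN1939_c0_g1 at 1.92 ± 0.891 CPM in Cd and 0.489 ± 0.144 CPM in CK fruits (log2FC 1.94, SE 0.47) and DN3026_c0_g2 at 7.65 ± 6.36 and 1.30 ± 0.597 CPM (log2FC 2.57, SE 0.91). COI (DN20862_c0_g1) was at 4.01 ± 1.49 and 1.20 ± 0.189 CPM (log2FC 1.73, SE 0.35), and Mtatp6 (DN2370_c0_g1) at 12.7 ± 10.1 and 1.70 ± 1.09 CPM (log2FC 2.92, SE 0.87). Mtnd2 fell below the filter on low counts, with 93, 73 and 4 counts in the Cd fruits and 3, 8 and 8 in the CK fruits. The increase of the mammal-matched members rested on Cd replicates 1 and 2. The mammal-matched members of map00190 had 186.0, 158.0 and 47.7 CPM in the Cd fruits and 38.4, 46.3 and 50.0 in the CK fruits, so that Cd replicate 3 lay within the range of the CK fruits. The members without a match to an animal had between 12816 and 14811 CPM. These summed CPM are per library total, without TMM. In map00904, 7 of 38 tested unigenes were DEGs, all lower in Cd fruits, among them CYP82A3 (DN24775_c0_g6), which fell from 20.0 ± 14.1 to 0.777 ± 1.02 CPM (log2FC −4.74, SE 1.09). Galactose metabolism held 3 DEGs that were higher and 4 that were lower among 156 (adjusted p = 0.869), and starch and sucrose metabolism 4 and 7 among 271 (adjusted p = 0.792).

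**Figure D5:**
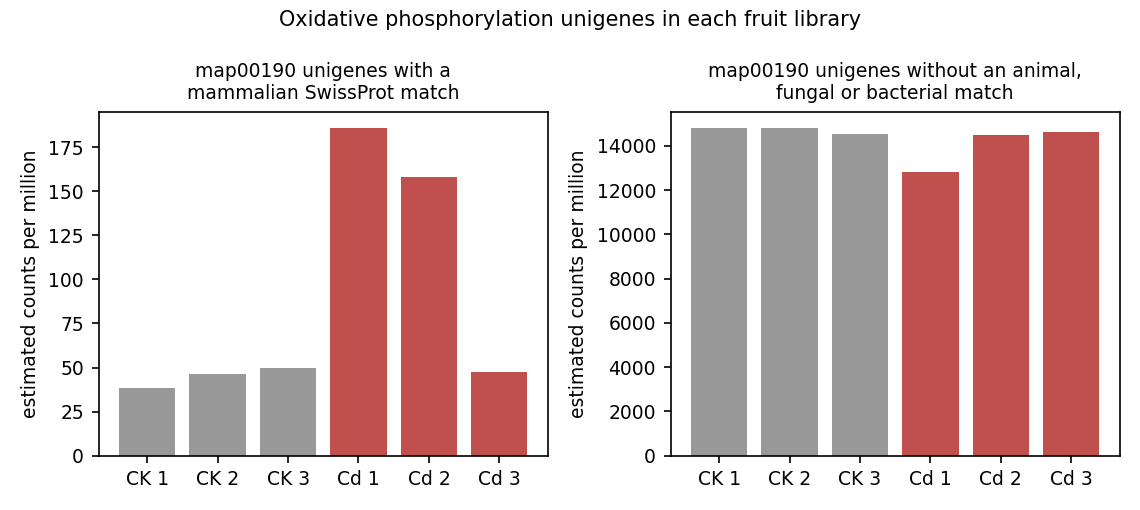
The vertical axis gives the CPM of each fruit library, summed over groups of unigenes, for CK and Cd. The mammal-matched members of map00190 stand higher in Cd replicates 1 and 2 than in the other 4 libraries, while the members of map00190 without a match to an animal lie between 12816 and 14811.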

In the pathway of oxidative phosphorylation (map00190), *Mtnd2*, *MT-CY*B, *COI* and *Mtatp6* were up-regulated, while diterpenoid biosynthesis (map00904), oxidative phosphorylation (map00190), galactose metabolism (map00052), and starch and sucrose metabolism (map00500) were up-regulated. In the pathways of phenylpropanoid biosynthesis (map00940) and carotenoid biosynthesis (map00906), most of the DEGs were down-regulated. However, further research is needed to confirm the mechanism whereby fruit tissue inhibits the entry of Cd.

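Phenylpropanoid biosynthesis held 5 DEGs that were higher and 8 that were lower in Cd fruits among 194 tested unigenes (2.76 times the share over the background, adjusted p = 0.0572), and carotenoid biosynthesis 1 and 3 among 50 (3.29 times, adjusted p = 0.479). CYP84A1 (DN43496_c2_g4) fell from 4.83 ± 1.99 to 0.787 ± 0.458 CPM (log2FC −2.62, SE 0.50, adjusted p = 0.432), and the peroxidase PER29 (DN30240_c1_g6) rose from 0.853 ± 0.778 to 5.84 ± 4.25 CPM (log2FC 2.75, SE 0.77, adjusted p = 0.620). CYP707A1 (DN36701_c0_g2) fell from 12.7 ± 1.22 to 6.09 ± 0.442 CPM (log2FC −1.06, SE 0.16, adjusted p = 0.348). At1g06620 (DN24929_c0_g1) had no count in the 3 Cd fruits and 1152 counts in the 3 CK fruits, so it was at least 422-fold lower in Cd, against a floor of 3 counts over the Cd fruits. Of the 34 symbols that Fig. 7 shows for fruit, 27 had a tested unigene and 22 had a DEG in fruit, which went only in the direction shown in Fig. 7 for 20, only in the other for 1 and both ways for 1.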

## Conclusions and future prospects

Blueberry, a perennial shrub that thrives in acid soil, is considered to be the dominant plant species in acid soils polluted with heavy metal compounds. However, the mechanisms of heavy metal absorption and metabolism in blueberry are unclear. Although high-throughput sequencing technology has enabled increasing numbers of studies on the mechanisms of plant regulation and metabolism of heavy metals, blueberry exhibits some unusual features. In response to Cd stress, the signal transduction, defense and detoxification mechanisms of this plant differ in each tissue type, reflecting the synergy and characteristics of each organization. In the present study, a total of 84 374 annotated genes were obtained from four tissue samples of blueberry by high-throughput sequencing technology, including 3370 DEGs, of which there were 184 DEGs in root tissue, 2521 DEGs in stem tissue, 360 DEGs in leaf tissue and 305 DEGs in fruit tissue. These DEGs were enriched in different metabolic pathways in different tissues. The Fe, Mn, Cu, Zn and Cd content of different tissues, soil and DGT of blueberry was determined by ICP-MS. It was found that the main Cd accumulation site was the stem, which was consistent with the sequencing results. The Cd content of stem tissue was higher than that of the other tissues, whereas the lowest Cd content was found in fruit tissue. Cd competed with other metal cations, and this severely affected the metabolism of other metal elements in blueberry tissues. Only through active absorption into blueberry roots, but also through a large number of passive diffusion into the roots. Cd in the soil also had a significant effect on the mycorrhizal fungi associated with blueberry. Growth of the dominant populations of mycorrhizal fungi, namely members of the Archaeorhizomycetes and Sebacinales, was inhibited, and members of the Coniochaetaceae, which can tolerate extreme environments, gradually became the dominant population. Thus, in the presence of the acid soil conditions that are necessary for growth of blueberry, Cd alters the growth environment of this plant and has toxic effects on its tissues. However, blueberry can resist the toxicity of Cd through its own metabolic regulatory mechanism.

The results of the present study, which demonstrate excessive accumulation of Cd and abundant DEGs in blueberry stem under Cd stress, point to interesting new avenues for future research. However, the most pressing need is for studies to improve our understanding of the long-distance transport of heavy metals in blueberry, the inhibition of Cd transport into fruit, the effect of Cd on the composition of the community of attached fungi and endophytic fungi in blueberry roots, and the regulation of Cd by bacteria in blueberry roots.

## Data Availability

The sequencing data has been submitted to NCBI Gene Expression Omnibus(GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number of GSE168446 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168446).

## Abbreviations

Cd: Cadmium
Zrt/IRT: Zinc iron regulatory protein
GSH: Glutathione
DEGs: Differentially expressed genes
qRT PCR: Quantitative real-time PCR
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
ICP-MS: Inductively coupled plasma mass spectrometry
DGT: Diffusive gradients in thin films
OTU: Operational taxonomic unit
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: Mitogen-activated protein kinase
HSFs: Shock transcription factors
HSPs: Heat shock proteins
BFC: Biological concentration coefficient
PYL: Abscisic acid receptor
*CNGCs*: Cyclic nucleotide-gated channels
*CDPK*: Calcium-dependent protein kinase
CaM/CML: Calmodulin
*CYP**s*: Cytochrome P450
GEO: Gene Expression Omnibus

How the deposited data were processed for this re-analysis (not part of the article)

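RNA-Seq was done on roots, stems, leaves and fruits of blueberry ‘Bluegold’ grown in soil with added CdSO4 (Cd) or without it (CK), with 3 biological replicates per tissue and treatment, 24 libraries in all. Per the methods, the authors sequenced the libraries on an Illumina NovaSeq system, removed adapters, low-quality ends, poly-A/T stretches and short reads, assembled the reads without a reference genome with Trinity, annotated the unigenes against NR, GO, SwissProt, KEGG, Pfam and EggNOG, and quantified them with Salmon, whose version and options the methods do not give. The deposited table has 1 line per unigene with its length, its annotation and values per library in 2 units. The estimated counts are those of Salmon, deposited by the authors without normalization. The TPM values were also made by the authors with Salmon, which scales counts by transcript length and library total; they were not used here, since the estimated counts allow a count model. Libraries were matched to tissue, treatment and replicate by the names of the columns. The labels number the CK plants from 4 to 6, and these are called CK replicates 1 to 3 here. The labels say branch where the paper says stem. They name the species as Vaccinium ashei, where the paper has Vaccinium corymbosum, and the paper's name is used. Gene symbols and the species of a match are those of the SwissProt annotation in the deposited table, so a name is that of another species' protein. Metal contents, growth and qPCR values of single plants, and the raw reads, were not analysed here.

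Counts were rounded to whole numbers. Within each tissue the 3 Cd libraries were compared with the 3 CK libraries by the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3), with TMM normalization, over unigenes kept by its filter on low counts. The adjusted p of a unigene is the Benjamini-Hochberg p of that edgeR test over all unigenes tested in the tissue, unless another tool is named. The methods name edgeR, a log2 fold change beyond 1 and p under 0.05, without saying which of edgeR's tests was used or whether p was adjusted. Each tissue was fitted on its own, so that each has its own dispersion. The SE of a log2FC is its size divided by the square root of the F value. Differences between tissues were tested with interaction terms in 1 fit over all 24 libraries. For genes with 1 to 3 counts in a group, the ratio of the summed counts after normalization is given with its exact conditional interval at the 95% level; with no count in a group, a floor of 3 counts over the group was used. GO terms and KEGG pathways were tested with one-sided Fisher's exact tests over the tested unigenes with any annotation of that kind, for terms with at least 5 tested unigenes. Sets of unigenes were tested with camera and fry of limma 3.58.1. Directions in Table 1 were compared by an exact two-sided binomial test, and those in Table 4 were tallied and not tested, since its genes were chosen on the same plants. Fig. 7 was read by eye for gene symbols and their direction, which were tallied and not tested. Tables were read with data.table 1.17.8.

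Library totals between 12859080 and 23980879 counts mean that a unigene at 1 CPM has between 12.9 and 24.0 counts in a library, so values below 1 CPM rest on few counts. With 3 libraries per group, an exact permutation test of a single value cannot give a p below 0.1. The comparison was tested on simulated counts drawn from the means and totals of the real libraries. Their coefficient of variation between replicates was set to 0.4 in root, 0.3 in stem, 0.25 in leaf and 0.3 in fruit. Its scatter between unigenes was also set, and did not depend on expression. The recovery therefore need not hold in the real libraries, and does not show that a tissue without adjusted DEGs had no change. In the simulation, 200 unigenes above 2 CPM were changed by a log2FC of 2. Of these, the adjusted p recovered 30.0% in the simulated root comparison over 36878 unigenes, 88.5% in stem over 43132, 98.5% in leaf over 40834 and 92.0% in fruit over 35080. The unadjusted p recovered between 97.0% and 100% of them, and with the fold-change threshold it also called 1562 unchanged unigenes in the simulated root, 709 in stem, 322 in leaf and 538 in fruit.

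The tests, the alternatives and the rule for naming genes were set before the data were examined, except where the closing section says otherwise. The genes named are (a) the 20 unigenes of Table 1 in their own tissue, (b) the unigenes of Table 4 in their own tissue, (c) DEGs with a symbol that Fig. 7 or the mechanism section of the paper names, in the tissue it names, and (d) in each tissue the 3 increases and 3 decreases with the largest log2FC among DEGs by the adjusted p whose Cd and CK libraries do not overlap and which average at least 1 CPM. The genes of (a) to (c) and their directions had been seen in the paper. Part (d) named genes in stem, the tissue with DEGs by the adjusted p in the quasi-likelihood test. The number of unigenes without annotation in part (d) was capped in each direction, and further ones were passed over. The alternatives were DESeq2's size factors in place of TMM, no filter on low counts, DESeq2 1.42.0, edgeR's exact test, the replicate number as a block, all 24 libraries in 1 fit, no fold-change threshold, unigenes matched to animals, fungi and bacteria left out, all annotated unigenes as the background, DEGs by the adjusted p in place of the unadjusted p, and each library left out in turn. A likelihood ratio test in edgeR, a narrower removal of unigenes matched outside plants and the enrichment of DEGs by the adjusted p of the exact test were added after the counts were seen. Another pseudocount and quantile normalization of TPM values were planned for the case that counts were lacking, and did not apply.

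Lists of gene symbols were written before they were tested: photosynthesis genes encoded in the plastid and in the nucleus, other plastid genes, plant mitochondrial genes, morning and evening genes of the circadian clock, genes induced by abscisic acid, blood and lung genes of mammals, and 9 families known to handle Cd. The counts of DEGs, the medians of the photosynthesis set in leaf and of the oxidative phosphorylation set in fruit, and 1 pathway per tissue were computed again in the 10 splits of the 6 libraries of a tissue into 3 and 3 (the real one among them). The interactions were fitted again with 36 drawn sets of labels, permuted within each tissue, and the ratio was computed for the 100 pairs of a stem and a root split. Other splits were not run for the shares that were higher, the other sets, the lists of gene symbols and the Cd families.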

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

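The test of reads from a mammal, and the count of mammal matches among the unigenes of the interaction terms, were chosen after the results were seen. The sets of labels drawn for the interaction terms were first drawn without any set that kept the real split of a tissue, which made a count as large too rare; they were drawn again without this restriction after that result was seen, and only the second draw is reported.

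The response to Cd differed between stem and root in 14 unigenes, between stem and leaf in 37 and between stem and fruit in 101, by the adjusted p of interaction terms in edgeR (3519, 2915 and 3537 by the unadjusted p). They are given here because a difference between tissues in the response to the same treatment was called by the adjusted p. When the Cd and CK labels were drawn anew within each tissue, 4 of 37 sets of labels, the real one included, gave a count as large for root and 2 of 37 for leaf, so chance cannot be excluded for these 2. The 1 drawn set that kept the stem labels apart as they are gave 39 unigenes for leaf. For fruit it was 1 of 37, the other sets giving at most 14 unigenes, which was the count of the 1 drawn set that kept the stem labels. The other drawn sets broke the stem labels and so removed the stem response as well. Their low counts therefore cannot decide whether stem and fruit differ beyond chance, and the 3 comparisons were not corrected for. Of the 14, 37 and 101 unigenes, 1, 0 and 3 were matched to mammals in SwissProt, with or without a match in NR, which argues against reads from a mammal as the source of most of them, and 10, 30 and 80 were DEGs in stem and not in the other tissue. Single libraries moved the counts. The count for root was 259 without root Cd replicate 2, 39 without stem CK replicate 1, 30 without root CK replicate 3 or stem Cd replicate 3, 9 without root CK replicate 1 or fruit CK replicate 1, 7 without root Cd replicate 1, 6 without stem Cd replicate 1 or fruit CK replicate 3, 5 without leaf CK replicate 3 or fruit Cd replicate 2, and 4 without root CK replicate 2; it was 2 without stem CK replicates 2 or 3, stem Cd replicate 2 or fruit CK replicate 2. The count for leaf was 90 without root Cd replicate 2, 87 without stem CK replicate 1, 84 without stem Cd replicate 1, 74 without stem Cd replicate 3, 71 without root CK replicate 3, 62 without root Cd replicate 3, 24 without fruit CK replicate 2 and 21 without fruit Cd replicate 3. It was 0 without stem CK replicates 2 or 3, stem Cd replicate 2, leaf CK replicates 1, 2 or 3, or leaf Cd replicate 1, by the quasi-likelihood test, with at least 2378 unigenes by the unadjusted p and 405 by DESeq2 with all libraries. The count for fruit was 25 without fruit CK replicate 2, 26 without fruit Cd replicate 3, 28 without stem CK replicate 3, 29 without stem Cd replicate 2, 33 without stem CK replicate 2 or fruit Cd replicate 2, 36 without fruit CK replicate 1, 61 without leaf CK replicate 2 and 67 without root CK replicate 1. A difference between tissues in the response to Cd stays open as a biological explanation, and so does the date of harvest, which for fruit cannot be told apart from the tissue because fruits were harvested earlier than the other tissues. Whether the libraries were prepared in batches is not known.

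In fruit, the unigenes matched to mammals in SwissProt and without a match in NR, outside oxidative phosphorylation, had a median log2FC of 1.60 over 43 tested unigenes, of which 18 were DEGs, all higher in Cd fruits. In the whole table, 292 of the 1314 unigenes matched to mammals have no match in NR, and the others were not tested as a group. The paper does not discuss these unigenes. Their sum was 392, 281 and 52.9 CPM in Cd replicates 1, 2 and 3 and 41.1, 88.3 and 99.6 CPM in the CK fruits, so they stood above the CK level in 2 of the 3 Cd libraries. A response of the mitochondria of the fruit is argued against as the source of the DEGs of oxidative phosphorylation, since the 204 tested members of the pathway without a match to animals, fungi or bacteria had a median log2FC of 0.07 and 0 DEGs by the unadjusted p of the quasi-likelihood test, while the 12 matched to mammals, with or without a match in NR, had a median of 2.56. Reads from a mammal are a candidate explanation. A list of 32 symbols of mammalian blood and lung genes, which a plant does not have, found 19 unigenes in the table, of which 11 were tested, with a median log2FC of 1.99, and 7 were DEGs, all higher in Cd fruits. The most abundant of them, Hba, had 741, 581 and 0 counts in the Cd fruits and 2, 56 and 201 in the CK fruits, and Lyz2 had 446, 445 and 38 against 56, 71 and 62. Mammal-matched unigenes without a match in NR were also present in the other tissues, with 3 DEGs higher and 3 lower in root, 4 higher and 0 lower in stem, and 0 higher and 3 lower in leaf by the quasi-likelihood test at the unadjusted p. Their sum was between 76.4 and 105.0 CPM in the Cd stems and between 38.6 and 59.4 CPM in the CK stems. In fruit, unigenes matched to other animals and without a match in NR summed to between 106.6 and 112.1 CPM in the Cd libraries and between 67.0 and 90.0 CPM in the CK libraries, without overlap, which chance gives in 10% of cases, so they were higher in Cd replicate 3 as well and do not follow the mammal-matched ones. Of the other classes without a match in NR, those matched to viruses did follow them, at 21.3, 16.3 and 1.87 CPM in Cd replicates 1, 2 and 3 and between 1.51 and 2.63 CPM in the CK fruits, those matched to fungi were lower, between 0.369 and 0.828 CPM in Cd and between 0.905 and 1.30 CPM in CK, and those matched to bacteria overlapped. The source of these classes was not tested. The difference of the mammal-matched unigenes in fruit rests on Cd replicates 1 and 2, and when each library was left out in turn the median was lowest, at 1.06, without Cd replicate 1 and highest, at 1.90, without CK replicate 2. How such reads entered the libraries, in the field, in the laboratory or from other samples sequenced beside them, was not tested and stays open.

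In stem, 28 tested unigenes of genes known to be induced by abscisic acid, which the paper does not name, had a median log2FC of −1.23, and 15 of them were DEGs, all lower in Cd stems. They lie outside the genes that the paper discusses. The list had been written from gene symbols without their values, and its 22 tested unigenes that the paper does name, which the authors chose on these libraries, had a median of −1.97. The median lay between −1.52 and −1.03 when each library was left out in turn. A few abundant unigenes taking the counts are argued against as the source, since the 100 most abundant took between 9.14% and 13.8% of the counts in Cd stems and between 9.96% and 11.3% in CK stems. A weaker abscisic acid response in Cd stems is a candidate explanation, and over all 50 tested unigenes of the list the median was −1.43, with 42 below 0. Over the same list the median was −0.43 in root, −0.03 in leaf and 0.00 in fruit; the difference between tissues was not tested for the list. Whether the Cd stems held less abscisic acid, or whether the CK pots were drier when sampled, was not tested and stays open.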

How the results depend on the processing

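The likelihood ratio test, the narrower removal of unigenes matched outside plants, which left out those without a match in NR, and the enrichment of DEGs by the adjusted p of edgeR's exact test were chosen after the results were seen. The cause was not tested for any change reported here, except where the alternative itself changes the number of unigenes or libraries tested.

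For counts, shares, ratios and set tests, 161 values were computed under alternatives that keep all libraries. Of these, 111 kept their direction and side of the threshold, or lay within 1.5 times of the reported count, 48 moved, 1 became weaker, 1 stronger and 0 reversed. The 268 named unigenes gave 1072 values under DESeq2's size factors, no filter, DESeq2 and edgeR's exact test, of which 1071 kept their direction and call by the unadjusted p and 1 lost its call under DESeq2. With DESeq2's size factors none of the reported counts moved by over 1.5 times and all 268 unigenes kept their direction and call.

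Without the filter on low counts, the DEGs by the unadjusted p were 3684 in root, 6047 in stem, 2715 in leaf and 2809 in fruit, and by the adjusted p 1015 in stem, 172 in leaf and 205 in fruit, since more unigenes were tested. The share that was higher was then 59.5% in root, 69.9% in leaf and 51.7% in fruit, the ratio of stem to root was 1.64, the interaction of stem and fruit held 66 unigenes, and the direction of Fig. 2 was met by 15 of the 20 unigenes of Table 1 (exact two-sided binomial test, p = 0.0414, against 14 of 19 and p = 0.0636). In 1 fit over all 24 libraries, root had 2899 DEGs and fruit 2035 by the unadjusted p, and root 15, stem 1180 and fruit 6 by the adjusted p; the share that was higher was 60.3% in root and 52.5% in fruit, and the ratio of stem to root was 1.49. Without the fold-change threshold the counts by the unadjusted p were 1920 in root, 7425 in stem, 2778 in leaf and 2216 in fruit.

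The test decided the counts by the adjusted p. Root, stem, leaf and fruit had 137, 2420, 231 and 193 DEGs by DESeq2, 96, 2491, 224 and 209 by edgeR's exact test, and 114, 2576, 245 and 228 by its likelihood ratio test, against 0, 586, 0 and 0 by the quasi-likelihood test (1153, 3736, 1029 and 898 by the unadjusted p). DESeq2 gave 335, 405 and 614 unigenes for the interactions of stem with root, leaf and fruit. When only DEGs by the adjusted p were counted in stem, 3 KEGG pathways and 15 GO terms had an adjusted p under 0.05, since fewer DEGs enter the test. With DEGs by the adjusted p of edgeR's exact test it was 5, 5, 2 and 0 KEGG pathways in root, stem, leaf and fruit (by the unadjusted Fisher p 7, 11, 9 and 4), and 2, 74, 1 and 12 GO terms, against 3, 5, 3 and 1 pathways and 31, 92, 22 and 61 terms. The quasi-likelihood test left no DEG by the adjusted p in root, leaf and fruit, so there was nothing to test. With unigenes matched to animals, fungi and bacteria left out, the set of oxidative phosphorylation in fruit had a median log2FC of 0.0694 and no longer passed 0.05 by camera, against 0.0956 with all tested members and 0.0958 with the narrower removal; the unigenes left out include those that rose.

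With the replicate number as a block, stem had 0 DEGs by the adjusted p (3547 by the unadjusted p) and leaf 44, and the block moved no other count by over 1.5 times and changed no other call of a set. The numbers do not pair the libraries, since the deviations of Cd and CK libraries with the same number had correlations between −0.22 and 0.30 across unigenes, which are not independent replicates, and 5 of the 12 were over 0.1. The stem count under the block is therefore not a weaker effect.

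Leaving out 1 library in turn gave 172 values of counts, shares, ratios and set tests, of which 90 were the same, 74 moved, 4 became stronger and 4 reversed. By the unadjusted p the counts lay between 1024 and 1943 in root, 3314 and 4584 in stem, 1102 and 2017 in leaf, and 990 and 1487 in fruit. Those by the adjusted p lay between 0 and 255 in stem, 0 and 25 in leaf, and 0 and 36 in fruit, and root stayed at 0 by the quasi-likelihood test (at least 1024 by the unadjusted p). In root, leaf and fruit the highest counts came without CK replicate 3 (root 1943, fruit 1487 and 36 by the adjusted p) and without Cd replicate 2 (root 1941, leaf 2017 and 25 by the adjusted p). In stem they came without Cd replicate 3 (4584, and 255 by the adjusted p). The stem count by the adjusted p was 0 without Cd replicate 2 or CK replicate 3, 47 without CK replicate 2, 155 without CK replicate 1, 164 without Cd replicate 1 and 255 without Cd replicate 3. The share that was higher lay between 59.5% and 65.0% in root and between 58.5% and 66.8% in stem. It reversed in leaf without Cd replicate 3 (47.5%, up to 71.2% without others), in fruit without Cd replicate 1 (39.8%) and Cd replicate 2 (49.8%, up to 65.9%), and among stem DEGs by the adjusted p without Cd replicate 1 (25.6%, up to 72.2%). The ratio of stem to root lay between 1.92 and 3.98, and the interactions of stem held between 2 and 259 unigenes with root, 0 and 87 with leaf, and 25 and 139 with fruit when a stem library or one of that tissue was left out, and 90 with leaf and 145 with fruit without root Cd replicate 2. The direction of Fig. 2 was met by 14 of 19 unigenes without Cd replicates 1 or 2, and by 15 of 20 (p = 0.0414, exact two-sided binomial test) without Cd replicate 3 or without CK replicates 1, 2 or 3, where 1 more unigene passed the filter. The coefficient of variation between replicates lay between 0.394 and 0.444 in root, 0.279 and 0.324 in stem, 0.217 and 0.269 in leaf, and 0.259 and 0.305 in fruit. The named unigenes gave 1607 values, of which 1510 kept their call and 97 lost it; none of the 1607 changed direction.

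With each library thinned to 12859076 counts, 33519 unigenes were tested in root and 38755 in stem, with 1032 and 3343 DEGs by the unadjusted p and 0 and 603 by the adjusted p of the quasi-likelihood test (95 and 2276 by edgeR's exact test). Quantile normalization and another pseudocount for TPM values were planned for a file without counts and were not run.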

Differences from the paper's values

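The likelihood ratio test was chosen after the results were seen.

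The paper's results and Fig. 1 give 305 DEGs in leaf and 360 in fruit, and its conclusions give 360 in leaf and 305 in fruit; the former are used. With the unadjusted p, the paper's counts are 184 DEGs in root, 305 in leaf and 360 in fruit, against 1153, 1029 and 898 here, and the paper's sum over the 4 tissues is 3370, against 6816 here. None of the alternatives set before the data were examined came within 1.5 times of these 4 values of the paper. For root they gave between 1024 and 3684 DEGs, for leaf between 996 and 2778, for fruit between 840 and 2809 and for the sum between 6601 and 15255, so that the counts lie outside with either assignment of leaf and fruit. The share of all DEGs is 5.46% for root in the paper and 16.9% here, with no alternative set before the data were examined closer than 13.4%, and 9.05% for leaf in the paper and 15.1% here, where 1 fit over all 24 libraries (11.8%) lies within 1.5 times and the other alternatives, between 14.0% and 19.4%, do not. The paper's 877 DEGs lower in Cd stems stand against 1337 here. Of the alternatives set before the data were examined, the replicate block (1226), the removal of unigenes matched to animals, fungi and bacteria (1313) and leaving out Cd replicate 2 (1235) lie within 1.5 times, and DESeq2's size factors (1368), no filter (2195), DESeq2 (1426), the exact test (1428), all 24 libraries in 1 fit (1570), no fold-change threshold (3261) and leaving out any of the other 5 libraries (1354 to 1847) do not. The paper has 13.7 times as many DEGs in stem as in root, against 3.24 here by the unadjusted p, and the alternatives set before the data were examined gave between 1.49 and 3.98, all outside 1.5 times. By the adjusted p the ratio is undefined for the quasi-likelihood test, which gave 0 DEGs in root (1153 by the unadjusted p); it was 17.7 by DESeq2, within 1.5 times of the paper's, and 25.9 by the exact test, 22.6 by the likelihood ratio test and 78.7 in 1 fit over all 24 libraries, which are not.

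If the paper's counts are by an adjusted p, the paper's 184 DEGs in root stand against 0 here, 2521 in stem against 586, 305 in leaf against 0, 360 in fruit against 0, and 3370 in sum against 586, all by the quasi-likelihood test (by the unadjusted p 1153, 3736, 1029, 898 and 6816). Of the alternatives set before the data were examined, DESeq2 lies within 1.5 times of the paper for root (137), stem (2420), leaf (231) and the sum (2981), and edgeR's exact test for stem (2491), leaf (224) and the sum (3020), but not for root (96). For the 360 in fruit none of them does, the nearest being the exact test (209), no filter (205) and DESeq2 (193). With the assignment of the conclusions, the exact test and no filter lie within 1.5 times of 305 in fruit, and so does the likelihood ratio test (228), while for 360 in leaf DESeq2 and the exact test do not and the likelihood ratio test (245) does. With the former assignment, the other alternatives set before the data were examined do not lie within 1.5 times for any of these, with at most 15 DEGs in root, 1180 in stem, 172 in leaf and 1392 in sum. The likelihood ratio test, chosen after the values were seen, gave 2576 DEGs in stem and 245 in leaf, within 1.5 times of the paper's, and called all 15 stem unigenes of Tables 1 and 4 and 11 of the 14 leaf unigenes, dropping 3; in root it gave 114 and in fruit 228, with 11 of 15 root unigenes and 5 of 15 fruit unigenes of these tables called, dropping 4 and 10. In stem, the paper's 1644 higher and 877 lower DEGs stand against 366 and 220 here by the adjusted p. DESeq2 (1528 and 892) and the exact test (1596 and 895) lie within 1.5 times, and the other alternatives set before the data were examined, with at most 735 and 445, do not.

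For GO terms with an unadjusted p under 0.05, the paper's 96 in root stand against 169 here and the paper's 355 in fruit against 169, and with all annotated unigenes as the background, the alternative set before the data were examined, they were 181 and 182, both also outside 1.5 times. For an adjusted p under 0.05, the paper's 96, 226, 107 and 355 terms in root, stem, leaf and fruit stand against 31, 92, 22 and 61 here; the alternative background gave 25, 95, 18 and 46, and counting DEGs by the adjusted p gave 15 in stem, all outside 1.5 times. By the unadjusted p, the paper's counts for stem and leaf lie within 1.5 times of 225 and 109. The paper's average unigene length of 491 bp stands against a mean of 859.7 bp here; no alternative applies to it, and the median length is 491 bp.

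The paper ranks root lowest in its number of DEGs. By the unadjusted p fruit was lowest, with 898 against 1153 in root, but the rank changed with the setting. Root was lowest without the fold-change threshold (1920, against 2778 in leaf and 2216 in fruit), without CK replicate 1 (1028) and without Cd replicate 1 (1024), and leaf was lowest without the filter (2715), in 1 fit over all 24 libraries (1241), without CK replicate 3 (1208) and without Cd replicate 3 (1149). Root was also lowest by the adjusted p with DESeq2 (137), with the exact test (96) and with the likelihood ratio test (114). Fig. 1 shows more fruit DEGs lower than higher, against 520 higher and 378 lower here; as in Fig. 1, more were lower by the adjusted p without the filter (84 higher and 121 lower) and in 1 fit over all 24 libraries (1 and 5), and by the unadjusted p without Cd replicate 1 (509 and 770) and without Cd replicate 2 (544 and 548), as well as by the adjusted p without CK replicate 3 (3 and 33) and without Cd replicate 1 (1 and 2). The paper states that every unigene of Table 1 but the psbA one went the way of the qPCR, against 14 of 19 tested unigenes here; those that went the other way are PUB34 (log2FC −2.26), ABCC3 in root (−2.70), PP2CA in stem (−2.12), psbA in leaf (−1.31) and DN43035_c0_g1 in fruit (2.08).

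The paper states that diterpenoid biosynthesis, galactose metabolism and starch and sucrose metabolism were higher in Cd fruits. Here they held 0, 3 and 4 DEGs that were higher and 7, 4 and 7 that were lower, while oxidative phosphorylation, which the paper also gives as higher, held 11 that were higher and 0 that were lower. Fig. 7 itself shows the fruit symbols of diterpenoid biosynthesis, galactose metabolism and starch and sucrose metabolism as lower, and of those with a DEG here CYP82N3, CYP82A3, CYP82G1, At1g30700 and MEE23 were only lower, At1g11770 went both ways and mycbp was higher. Among the fruit pathways that the paper names as enriched, tropane, piperidine and pyridine alkaloid biosynthesis, flavone and flavonol biosynthesis, ABC transporters and purine metabolism each had an adjusted p of 1 here, as had plant hormone signal transduction in leaf and in root. The paper names ABCG5 among the transporters that were higher in Cd stems; its log2FC was −2.23, while the 4 DEGs of ABCC3 were all higher. For serine/threonine protein kinases of the abscisic acid pathway the paper gives higher expression in stem, which SAPK1 (1.58) and SRK2C (2.23) had, while 1 of the 2 DEGs of SAPK2 was lower (−1.36).

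Over all symbols of Fig. 7 with a DEG here, the direction was that of the figure for 12 of 15 in root, 58 of 63 in stem, 29 of 38 in leaf and 20 of 22 in fruit. Those that went only the other way were ABCG32 (3.37) and APX1 (1.57) in root, shown as lower, ABCG5 in stem, RR4 (−1.63), MFT (−1.60), ARR4 (−1.43), ETR2 (−1.23), ARR8 (−1.22), ADO3 (−1.22), RVE1 (−1.20) and IAA26 (−1.02) in leaf, shown as higher, DMR6 (2.12) in leaf, shown as lower, and mycbp (2.20) in fruit, shown as lower.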

Other observations

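The tests of exchanged labels in root and in leaf, and of a factor shared by the root and leaf libraries, were chosen after the results were seen.

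The 6 libraries of a tissue can be split into 3 and 3 in 10 ways, so the share of splits is never below 0.1 and chance cannot be excluded for a result of a single tissue. By the stated criterion, 3 of the 10 splits in root gave at least as many DEGs as Cd against CK, the real split included, 1 in stem, 2 in leaf and 2 in fruit. The other splits gave between 440 and 3263 DEGs in root, between 323 and 1271 in stem, between 289 and 1399 in leaf and between 345 and 916 in fruit. By the adjusted p it was 1 of the 10 splits in stem, where the others gave 0 DEGs by the quasi-likelihood test and at least 323 by the unadjusted p. In root, leaf and fruit it was 10 of 10 each, since the real split gave 0 DEGs there by the quasi-likelihood test (1153, 1029 and 898 by the unadjusted p, 96, 224 and 209 by edgeR's exact test and 137, 231 and 193 by DESeq2). The ratio of stem to root DEGs was reached by 8 of 100 pairs of a stem split and a root split. The ratios of the 100 pairs lay between 0.0990 and 8.49. All 8 pairs kept the stem labels as they are, and so kept the stem response as well. They therefore cannot decide whether the ratio goes beyond chance, which is neither excluded nor shown. The median log2FC of the photosynthesis unigenes in leaf was reached in size by 3 of 10 splits and that of oxidative phosphorylation in fruit by 1 of 10. The over-representation p was as small for phenylpropanoid biosynthesis in root in 3 of 10 splits, for plant–pathogen interaction in stem in 1, for photosynthesis in leaf in 1 and for diterpenoid biosynthesis in fruit in 2. Splits other than the real one gave an adjusted Fisher p under 0.05 for phenylpropanoid biosynthesis in 5 cases and for diterpenoid biosynthesis in 3. For plant–pathogen interaction and for photosynthesis it was 0 cases each. A small adjusted p of the first 2 pathways is thus not particular to Cd against CK.

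The larger number of DEGs in stem than in root was set against the depth of the libraries and the spread between replicates. Library depth is argued against, since with each library thinned to 12859076 counts the ratio of stem to root was 3.24, from 3343 and 1032 DEGs. The spread between replicates is argued against as the whole source. For this, edgeR's exact test was used in place of the quasi-likelihood test, with the same dispersion for all unigenes. Over 33219 unigenes tested in both tissues, with the root dispersion in both, stem had 3039 and root 1748 DEGs by the unadjusted p. The ratio was 1.74, and with the stem dispersion in both it was 1.65. The same ratios by the adjusted p of this exact test were 2.45 and 2.46. At its own dispersion, root had 444 DEGs by that adjusted p, against 0 by the quasi-likelihood test. These ratios are therefore not those of the quasi-likelihood test with only the dispersion exchanged. A stronger response of the stem to Cd stays open, and so do differences between single plants. The ratio without root CK replicate 3 or root Cd replicate 2 was 1.92. Other root splits reached the ratio as well, but only when paired with the stem labels as they are.

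In root and in leaf, the split that exchanges Cd replicate 2 with CK replicate 3 gave the most DEGs, 3263 in root and 1399 in leaf, against 1153 and 1029 with the labels as given. If the 2 root labels had been exchanged, the log2FC values of root with the labels exchanged back would follow those of stem more closely. Across 28140 unigenes, which are not independent replicates, the correlation with stem was 8.7e-04 with the labels exchanged and 0.252 as given, and between −0.157 and 0.210 under the other 8 splits. In leaf it was 0.153 with the labels exchanged and 0.119 as given, and between −0.151 and 0.105 under the others. Correct and exchanged labels cannot be told apart in leaf, since the 2 correlations are close, nor in root, since 10 splits leave the labels as given with a share of 0.1 at best, although the value as given lies above those of all other root splits. Whether the libraries of the same plants share a factor between tissues cannot be told, since the pairs of tissues differ. The log2FC values of this split had a correlation of 0.0722 between root and leaf, within the range of the other splits (−0.186 to 0.143). Between stem and leaf it was 0.281 and between root and fruit 0.183, above all other splits (at most 0.121 and 0.133). Between root and stem (0.0556), stem and fruit (0.0705) and leaf and fruit (0.0592) it lay within the range of the other splits. What sets these libraries apart stays open, and no biological explanation was tested.

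In leaf, the 23 tested plastid-encoded photosynthesis unigenes had a median log2FC of −0.91, and 10 of them were DEGs, all lower in Cd leaves. If a lower share of plastid transcripts in the libraries were the source, other plastid-encoded unigenes would fall too and nuclear-encoded ones would not. The 53 other plastid-encoded unigenes had a median of −0.58, with 10 DEGs, all lower. The 55 nuclear-encoded photosynthesis unigenes had a median of −0.19, with 47 below 0 and 4 DEGs, all lower, and when each library was left out in turn the median lay between −0.35, without Cd replicate 1, and −0.08, without CK replicate 3. The 35 unigenes encoded in the plant mitochondrion had a median of −0.57, with 5 DEGs, all lower. A lower share of plastid transcripts and a lower expression of the whole photosynthetic apparatus cannot be told apart, since the nuclear-encoded unigenes fell little and their set did not move further than the libraries vary. A lower share of transcripts of both organelles, which are not polyadenylated like those of the nucleus, could come from the tissue or from the selection of mRNA, and this was not tested.

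Defense unigenes were higher in Cd stems, and RNA of a pathogen in these stems was tested as the source. Unigenes matched to fungi with no match in NR summed to between 0.768 and 2.00 CPM in the Cd stems and between 0.42 and 1.45 CPM in the CK stems. Those matched to bacteria lay between 3.82 and 5.06 against 3.45 and 5.57 CPM, and those matched to viruses between 2.21 and 21.8 against 1.12 and 6.01 CPM. The ranges overlap, but these sums rest on few unigenes without a match in NR, 100 matched to fungi, 6 to bacteria and 12 to viruses. A pathogen and a response to Cd cannot be told apart for these unigenes with such counts.

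Clock unigenes were lower in Cd stems. A difference in the time of day at which Cd and CK stems were taken would move genes of opposite phase in opposite directions. In stem, 13 morning unigenes had a median log2FC of −0.29 and 12 evening unigenes a median of −0.70. The hours of sampling are not known and the genes of a list need not share a phase. These medians therefore cannot exclude a difference in the time of day. In leaf the medians were 0.04 and −0.27. These lists hold clock genes that Fig. 7 names as well. An effect of Cd on the clock in stem, or another difference between the plants, also stays open and was not tested.

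Induction of families known to handle Cd was tested in 32 combinations of family and tissue. By camera, 5 had a higher direction with an adjusted p under 0.05, namely metallothioneins in root and fruit, NRAMP and ZIP transporters in leaf and glutathione S-transferases in stem, and 4 a lower one, ABCC transporters in root, leaf and fruit and glutathione S-transferases in fruit. In root, the ABCC transporters went both ways, with 21 of 42 tested unigenes below 0, a median log2FC of 0.03 and a mean of −0.23; 7 were DEGs, all lower, and the camera adjusted p was 0.0177 and the fry adjusted p 0.492. Phytochelatin synthases, heavy metal ATPases and isoprenylated heavy-metal-associated proteins did not pass 0.05 in any tissue, and nicotianamine synthase, with 1 unigene, was not tested as a set. The smallest adjusted p of a family that rose in root or stem was 0.0442, for the metallothioneins in root, with a median log2FC of 0.42 over 11 unigenes, of which 2 were below 0 and 2 were DEGs, both higher. The same set had a fry adjusted p of 0.0061, the one of the 32 under 0.05, and when each library was left out in turn its median lay between 0.20, without Cd replicate 2, and 0.59, without Cd replicate 3. Metallothioneins had medians of −0.19 in stem, −0.05 in leaf and 1.20 in fruit, the last with 4 DEGs, all higher, a fry adjusted p of 0.442 and a median of 0.45 without Cd replicate 1. An induction of metallothioneins by Cd in root is a hypothesis that may hold, since these data could have gone against it and did not; whether it differs between tissues was not tested.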
